# Phosphate limitation intensifies negative effects of ocean acidification on globally important nitrogen fixing cyanobacterium

**DOI:** 10.1038/s41467-022-34586-x

**Published:** 2022-11-08

**Authors:** Futing Zhang, Zuozhu Wen, Shanlin Wang, Weiyi Tang, Ya-Wei Luo, Sven A. Kranz, Haizheng Hong, Dalin Shi

**Keywords:** Ocean sciences, Biogeochemistry, Ocean sciences, Ecophysiology

## Abstract

Growth of the prominent nitrogen-fixing cyanobacterium *Trichodesmium* is often limited by phosphorus availability in the ocean. How nitrogen fixation by phosphorus-limited *Trichodesmium* may respond to ocean acidification remains poorly understood. Here, we use phosphate-limited chemostat experiments to show that acidification enhanced phosphorus demands and decreased phosphorus-specific nitrogen fixation rates in *Trichodesmium*. The increased phosphorus requirements were attributed primarily to elevated cellular polyphosphate contents, likely for maintaining cytosolic pH homeostasis in response to acidification. Alongside the accumulation of polyphosphate, decreased NADP(H):NAD(H) ratios and impaired chlorophyll synthesis and energy production were observed under acidified conditions. Consequently, the negative effects of acidification were amplified compared to those demonstrated previously under phosphorus sufficiency. Estimating the potential implications of this finding, using outputs from the Community Earth System Model, predicts that acidification and dissolved inorganic and organic phosphorus stress could synergistically cause an appreciable decrease in global *Trichodesmium* nitrogen fixation by 2100.

## Abstract (web summary)

How reduced seawater pH and increased carbon dioxide might affect the prominent nitrogen fixer *Trichodesmium* in phosphorus-limited oceans is poorly understood. This study used phosphate-limited chemostat experiments to show that *Trichodesmium* may fix less nitrogen for a given amount of phosphorus at low pH. Thus, marine productivity is likely to decline in a future, more acidic ocean.

## Introduction

In vast areas of the oceans, photosynthetic carbon fixation by marine primary producers is constrained by the deficiency of nitrogen (N)^1^. The bloom-forming cyanobacteria *Trichodesmium* spp. are estimated to contribute up to 50% of marine N_2_ fixation that supports primary production in the low-nutrient open ocean ecosystems^2^. The concentration of carbon dioxide (CO_2_) in ambient seawater, however, can potentially limit the growth of *Trichodesmium*, owing to the exceptionally low catalytic efficiency of their ribulose-1,5-bisphosphate carboxylase/oxygenase (Rubisco)^3^, the key enzyme that catalyzes CO_2_ fixation. *Trichodesmium* thus relies on the energetically demanding carbon concentrating mechanism (CCM) to elevate intracellular CO_2_ concentration at the site of carbon fixation by Rubisco^4^. Therefore, an increase in partial pressure of seawater CO_2_ (*p*CO_2_), as a result of ocean acidification (OA)^5^, has been hypothesized to benefit *Trichodesmium* by down-regulating the CCM and thereby allowing saved energy to be reallocated to and used by other cellular processes such as N_2_ fixation^4^. Recent studies have shown that the positive effects of increased *p*CO_2_ on *Trichodesmium erythraeum* IMS101 (*T. erythraeum*) are, however, relatively limited and can be offset by the deleterious effects of the concurrently decreased seawater pH^6,7^. A negative OA effect on growth and N_2_ fixation has been shown, both in the laboratory and in the field, for this diazotrophic organism, especially under limitation by the micronutrient iron (Fe)^6,8^.

Aside from Fe, the growth of *Trichodesmium* is often limited by the essential macronutrient phosphorus (P)^9^, the supply of which (and other nutrients including N) to oligotrophic surface waters is expected to decrease in the future ocean^10^. The effects of OA on *Trichodesmium* are likely modulated by P availability due to its roles in many central cellular functions such as energy generation, genetic information, and cellular structure. Paradoxically, some studies have shown that P limitation does not modulate the effect of acidification on growth and N_2_ fixation of *T. erythraeum*^11,12^, whereas others have reported considerable enhancement of the acidification impact under P limitation on the same cyanobacteria cultured under similar conditions^13^. In addition, these studies were all conducted with *T. erythraeum* grown in an artificial seawater medium under non-steady-state P-limited conditions using dilute batch cultures^11,13^.

In this study, we use phosphate (PO_4_^3−^)-limited chemostats to simulate in situ P limitation using a natural seawater medium (i.e., Aquil-tricho)^6^. This different culturing approach enables us to examine the response of *T. erythraeum* to acidification and the underpinning mechanisms under steady-state P limitation, mimicking continued but limiting P supply to the upper ocean. The laboratory studies are further corroborated by ship-board incubation experiments with naturally occurring *Trichodesmium* populations in the northern South China Sea (NSCS). We find that OA leads to increased P requirements and decreased P-specific N_2_ fixation rates in P-limited *Trichodesmium*, and the OA-induced adverse effects are more marked under P limitation than under P sufficiency. By using an offline mode of the Community Earth System Model (CESM), we estimate that interactions between P limitation and acidification will probably result in an appreciable decrease in *Trichodesmium* N_2_ fixation in the future ocean.

## Results and discussion

### Effects of OA on *T. erythraeum* under steady-state P limitation

*T. erythraeum*, which had been semicontinuously cultured at 0.5 µM PO_4_^3−^ under ambient or acidified (400 or 750 µatm, Supplementary Table 1) condition for more than one year, was subsequently grown for about one month in PO_4_^3−^-limited chemostats. The steady-state soluble reactive phosphorus (SRP) concentrations in the chemostats were maintained at 12.4–16.3 nM (Supplementary Fig. 1), which is within the range of dissolved inorganic P concentration typically observed in surface waters of oligotrophic oceans which *Trichodesmium* inhabits^14–16^. Under ambient conditions, the ratio of cellular particulate organic nitrogen to phosphorus (PON:POP) was 48:1 (Supplementary Table 2), which was much higher than that under P-replete conditions (20:1, as observed in a previous study^8^) and was also close to those of *Trichodesmium* spp. in P-limited North Atlantic^15,17^. In addition, the activity of alkaline phosphatase, a molecular diagnostic of P stress in *Trichodesmium*^18^, observed when the cultures reached steady-state conditions was significantly higher than that under P-replete conditions (Supplementary Fig. 2a). These data suggest that *T. erythraeum* in our chemostats experienced P limitation.

At a given growth rate of 0.2 day^−1^ (Supplementary Note 1), acidification resulted in a significant decrease of 30% (*p* = 0.024, two-tailed paired Student’s *t*-test) in the cell number-normalized N_2_ fixation rate of *T. erythraeum* under P-limited conditions (Fig. 1a), as compared to 13% under P-replete conditions observed previously^8^. The C fixation rate also decreased more markedly under P limitation (17%, Fig. 1a) than under P sufficiency (8%, as observed previously^8^). In accordance with the decreased rates, cellular particulate organic nitrogen and carbon (PON and POC) contents decreased by 18% and 22%, respectively, at high *p*CO_2_/low pH (Fig. 1b). Intriguingly, under acidified conditions POP of the P-limited *T. erythraeum* increased by 28% (*p* < 0.001, two-tailed paired Student’s *t*-test) (Fig. 1b), despite a slight decrease in cell size (Supplementary Table 2). As a result, the PON:POP and POC:POP ratios decreased to 31:1 and 202:1, respectively, which were 35% and 39% (*p* < 0.001, two-tailed paired Student’s *t*-test) lower than those under ambient conditions (48:1 and 332:1, respectively, Supplementary Table 2). Normalizing N_2_ and C fixation rates to the cellular PON and POC, respectively, showed that under acidified conditions the N-specific N_2_ fixation rate decreased by 16% (*p* = 0.068, two-tailed paired Student’s *t*-test) and the C-specific C fixation rate was generally not affected (*p* = 0.327, two-tailed paired Student’s *t*-test) (Supplementary Table 2). Because both the PON:POP and POC:POP ratios decreased significantly under acidified conditions, P-limited*T. erythraeum* may fix less N and C per unit of P in response to acidification. This is also supported by the reduction of N_2_ and C fixation rates normalized to cellular POP (45 % lower, *p* = 0.003; and 36% lower, *p* = 0.007, respectively, two-tailed paired Student’s *t*-test) (Supplementary Table 2).

**Fig. 1:**
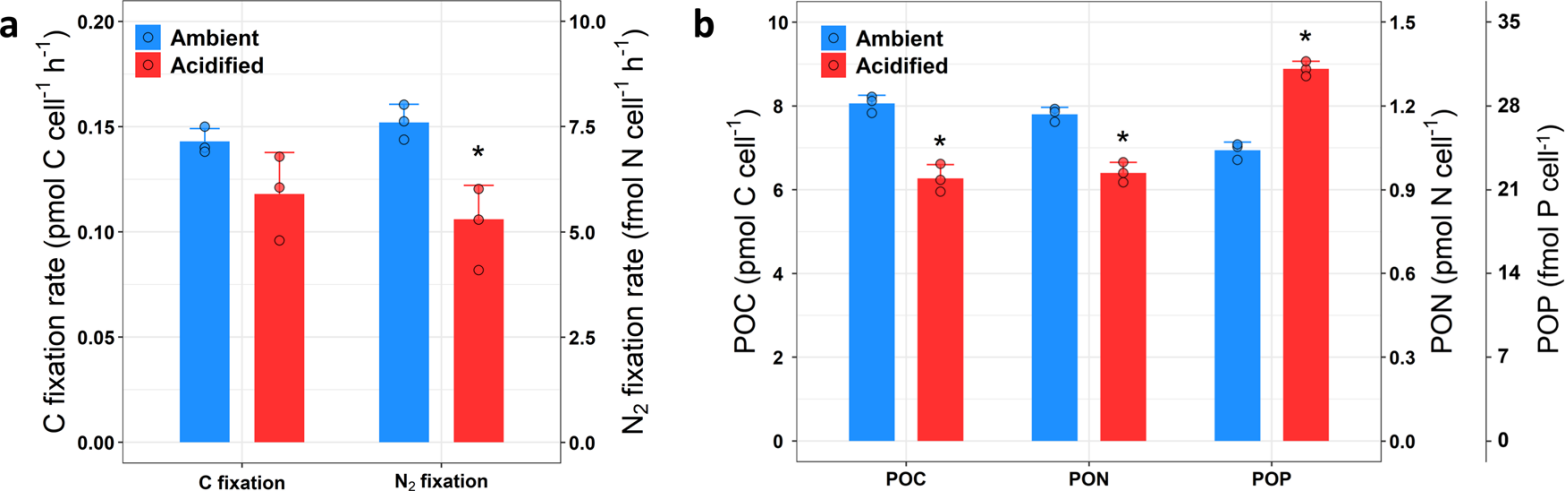
The effect of ocean acidification on C fixation, N_2_ fixation, and cellular elemental quota of P-limited *T. erythraeum*. **a** C fixation and N_2_ fixation rates, and **b** particulate organic carbon (POC), nitrogen (PON) and phosphorus (POP) of P-limited *T. erythraeum* under ambient and acidified conditions. N_2_ fixation rates were measured by the acetylene reduction assay^49^, using a ratio of 4:1 to convert ethylene production to N_2_ fixation. Data are presented as mean values + SD (*n* = 3 biologically independent samples), and dots are corresponding data points of the replicates. Asterisks denote significant changes in N_2_ fixation rates (*p* = 0.024) and POC (*p* = 0.001), PON (*p* = 0.001), and POP (*p* < 0.001) under acidified conditions compared with ambient conditions (two-tailed paired Student’s *t*-test). Source data are provided as a Source Data file.

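RNA was sequenced from *T. erythraeum* IMS101, a filamentous cyanobacterium that fixes nitrogen, grown in phosphate-limited chemostats with 3 replicate cultures at a pCO2 of 400 µatm (ambient) and 3 at 750 µatm (acidified). The paper's measured values were a pCO2 of 430 µatm and a pH of 8.01 under ambient conditions, and 746 µatm and 7.81 under acidified conditions. The reservoirs held 1.2 µM phosphate, the dilution rate was 0.2 per day at 27 °C, and cells were collected on day 24, at the end of culturing. Ribosomal RNA was removed from 3 µg of RNA, and directional libraries were sequenced as 136-bp paired-end reads, which the authors mapped to the IMS101 genome with Bowtie2. For each of 5117 features the authors deposited 1 value per culture in FPKM (fragments per kilobase of the feature and per 1000000 counted fragments). The program that counted the fragments, and whether it used the strand, is not given in the sources used here. Of the features, 4830 carry a locus tag of the genome annotation, 128 are listed as small RNAs and 159 carry another identifier. A gene table of assembly ASM1426v1, which holds the chromosome the authors mapped to, matched 4178 features, 3978 of them with the older Tery locus tag that the paper uses and 719 with a gene symbol. Coordinates are given on this chromosome.

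The FPKM of a feature were whole multiples of the value of 1 fragment in each library, so that whole fragments could be recovered for 4787 of the 4787 features above 0, to within 1e-04 fragments. The ambient libraries held 4312171, 4194329 and 4504571 counted fragments (median 4312171) and the acidified libraries 5793825, 4974403 and 4405403 (median 4974403). A single fragment on a feature of 1000 bases was therefore worth between 0.173 and 0.238 FPKM. Transcription under acidified and ambient conditions was compared on log2(FPKM + 1) with limma, two-sided, with a trend of the variance with the mean and Benjamini-Hochberg adjustment over the 4476 features with a mean of at least 1 FPKM. A fold change on this scale understates the change of genes with few fragments. With 3 cultures against 3, an exact permutation test of 1 gene cannot give a p under 0.10, so that the significance of single genes rests on the adjusted p from limma. Log2 fold changes are acidified over ambient throughout.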

To systematically explore how acidification led to enhanced POP under P limitation, we conducted the transcriptomic analysis with the PO_4_^3−^-limited *T. erythraeum* grown under both ambient and acidified conditions. 

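The gene table names 5 pst genes, of which the paper calls Tery_3534 sphX. They lie between 5447888 and 5455338 on the chromosome and encode the binding proteins, the channel and the ATPase of the phosphate transporter. The binding protein gene pstS Tery_3537 (5450918 to 5451994) had 367 ± 8.00 FPKM (SD, n = 3) under ambient and 370.0 ± 16.0 FPKM (SD, n = 3) under acidified conditions, a log2 fold change of 0.01 (standard error 0.08, adjusted p = 0.960 from limma). For pstC (5452205 to 5453191) the values were 156 ± 20.0 and 165 ± 25.4 FPKM, with a log2 fold change of 0.08 (standard error 0.14, adjusted p = 0.830 from limma). Transcripts of pstA (5453262 to 5454149) stood at 331 ± 3.03 and 333 ± 4.09 FPKM. The largest difference was in pstB (5454517 to 5455338), at 472 ± 56.9 and 407 ± 68.2 FPKM, a log2 fold change of -0.22 (standard error 0.14, adjusted p = 0.471 from limma). Tery_3534 (5447888 to 5448973), pstS in the gene table and sphX in the paper, had 2009.6 ± 126 and 1897 ± 84.7 FPKM and a log2 fold change of -0.08 (adjusted p = 0.693 from limma). In each of the 5 genes the ambient and acidified cultures overlapped (exact permutation tests, two-sided, p from 0.30 to 0.90), with 593 to 12217 fragments per gene and library. The fold changes of pstS Tery_3537 and pstA changed sign when the values were rescaled to a common total per library, and that of pstC changed sign without acidified replicate 1, to -0.02. Tested together with limma's camera (preset correlation between genes 0.01, adjusted over 9 gene sets), the 5 genes gave an adjusted p of 0.789, with a mean log2 fold change of -0.04, a median of 0.01 and a test direction of lower.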

Compared to ambient conditions, acidification showed little influence on the transcription of a suit of high-affinity PO_4_^3−^ transporters (*pstSCAB*) (Supplementary Fig. 2b). Aside from PO_4_^3−^, *Trichodesmium* spp. are able to utilize phosphite and dissolved organic phosphorus (DOP), including the monophosphate esters (C–O–P bond) and phosphonates (C–P bond), to cope with P limitation^19,20^. In our culture media, DOP was not the added P source and was estimated to support only a few percent of POP at the most (Supplementary Table 3). 

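Tery_2885 lies on the chromosome from 4494784 to 4495314 and has no symbol in the gene table used here. Its transcripts rose from 38.4 ± 2.88 FPKM (SD, n = 3) under ambient conditions to 153 ± 3.33 FPKM (SD, n = 3) under acidified conditions, a log2 fold change of 1.97 (standard error 0.10, adjusted p = 3.62e-05 from limma), with 84 to 91 fragments in the ambient and 352 to 483 in the acidified libraries. With each culture left out in turn, its log2 fold change stayed between 1.91 and 2.01, and the adjusted p was at most 0.00105. The gene table gives the symbols phnC, phnD and phnE to several copies each and holds no numbered copies, so that every copy is reported. How the authors' counting treated reads that match more than 1 copy is not given in the sources used here.

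One group of copies lies from 563584 to 566562. In it, phnD Tery_0366 rose from 165 ± 6.805 to 243 ± 3.99 FPKM (SD, n = 3 each; log2 fold change 0.56, standard error 0.08, adjusted p = 0.0202 from limma), and phnE Tery_0367 from 102 ± 10.8 to 170.0 ± 19.7 FPKM (log2 fold change 0.73, standard error 0.12, adjusted p = 0.0356 from limma). For phnC Tery_0365 the values were 14.1 ± 1.38 and 21.7 ± 2.86 FPKM, on 41 to 99 fragments per library, and the log2 fold change of 0.59 (standard error 0.15) did not pass the threshold (adjusted p = 0.154 from limma). In each of these 3 genes, and in Tery_2885, every acidified culture lay above every ambient culture (exact permutation tests, two-sided, p = 0.10, the smallest that 3 cultures against 3 allow). The 2 calls in this group lay close to the threshold of 0.05. With each culture left out, phnD Tery_0366 passed it in 1 of 6 fits (adjusted p from limma 0.0218 to 0.148) and phnE Tery_0367 in 2 of 6 fits (0.0135 to 0.202). Without the trend of the variance their adjusted p from limma were 0.0648 and 0.0984, within ranges of 0.0103 to 0.148 and 0.0109 to 0.202 over all alternatives. The call of phnD Tery_0366 was also lost with the replicate number as a block (adjusted p = 0.0644 from limma). That of phnE Tery_0367 was also lost with median-of-ratios size factors (adjusted p = 0.0631 from limma). Tery_0368 (566682 to 567677), the next gene, carries no symbol and was singled out after its values were seen. It rose from 39.3 to 65.1 FPKM (log2 fold change 0.71, standard error 0.11, adjusted p = 0.0253 from limma).

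The remaining copies did not change by more than the spread between cultures. The log2 fold changes of phnD Tery_4153, phnD Tery_4993, phnC Tery_4994, phnE Tery_4995 and phnE Tery_4996 lay between -0.26 and 0.19, with adjusted p from 0.562 to 0.990 from limma. The last 2 of these had only 11 to 39 fragments per library and changed sign with single cultures left out, and Tery_4994 and Tery_4995 overlap on the chromosome. The genes phoX2, phoA and ptxD have no matching symbol in the gene table and were not analysed here.

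**Figure D1:**
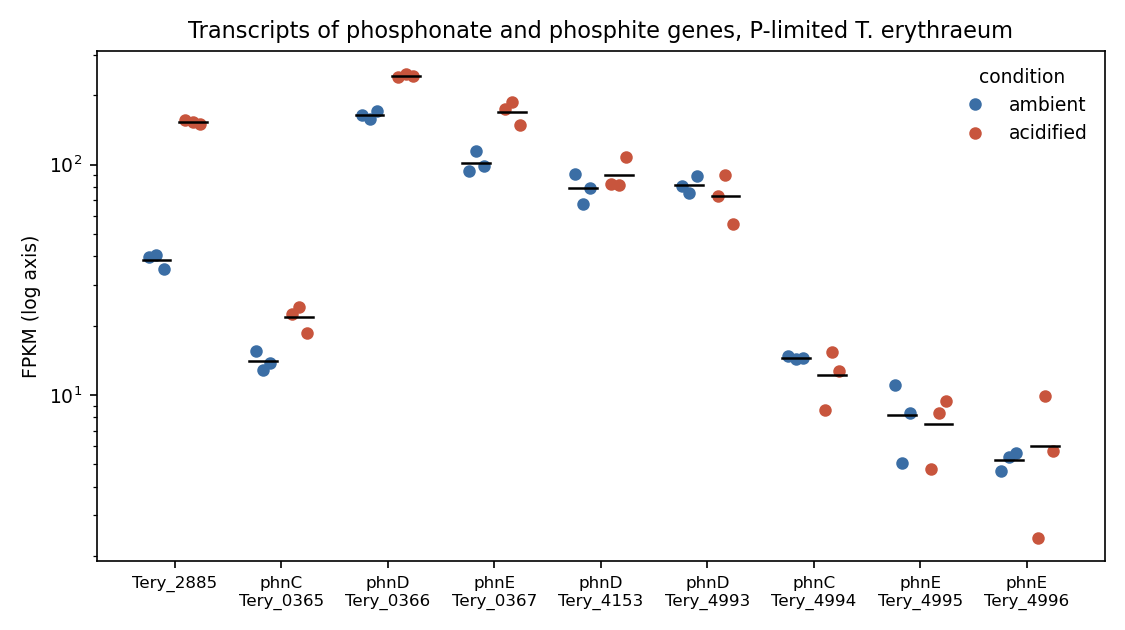
FPKM, on a log axis, of Tery_2885 and of the copies of phnC, phnD and phnE in the 3 ambient (blue) and 3 acidified (red) cultures, with 1 point per culture and black lines at the means of the FPKM. The acidified cultures lie above the ambient ones in the first 4 genes, from Tery_2885 with means of 38.4 and 153 FPKM to phnE Tery_0367 with means of 102 and 170.0 FPKM, and overlap with them in the other 5.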

We found that gene transcriptions of alkaline phosphatases (e.g., *phoX2* and *phoA*)^21^ were not significantly affected while those involved in phosphonate (and/or phosphite) utilization (i.e., *phnD1/ptxA*, *phnC1/ptxB*, *phnE1/ptxC*, *ptxD*, and *Tery_2885*) were markedly up-regulated by OA (Supplementary Fig. 2b). 

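Over the 12 genes with a phn symbol or the locus tag Tery_2885, the camera test found higher transcription under acidified conditions (adjusted p = 0.0242 over 9 gene sets, limma). Their mean log2 fold change was 0.23 and their median 0.06, with 7 of the 12 genes higher and 5 lower, so that the mean rests on the few genes with large changes. Tery_2885 is in the set because the paper reports it as raised in these libraries, so that the set result is not independent of it. Without it, an alternative chosen after the values were seen, the 11 genes with a phn symbol gave an adjusted p of 0.277 (camera, limma) and a mean log2 fold change of 0.07, so that the set result depends on Tery_2885. With it, the result was not past 0.05 without ambient replicate 2 (adjusted p = 0.120) or without acidified replicate 2 (adjusted p = 0.144), within a range of 0.000544 to 0.351 over the 17 alternatives set beforehand, all limma. Of the 9 gene sets tested, 5 had an adjusted p under 0.05 with camera's preset correlation: those for phosphonate and phosphite use, chlorophyll synthesis, nitrogenase, ATP synthase and ribosomal proteins. The first 3 of these also passed under fry, which takes the correlation between genes from the samples, and none did under camera with a correlation estimated for each set.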

Overall, these gene transcription results suggest an increased P requirement in P-limited*T. erythraeum* under acidified conditions.

Using a fluorometric quantification method^22,23^, we observed that acidification resulted in a significant enhancement (23%, *p* < 0.007, two-tailed paired Student’s *t*-test) of the relative polyphosphate (polyP) concentration (expressed as femto-equivalents of the standard per cell; see the “Methods” section) in the P-limited *T. erythraeum* (Fig. 2a). P content in lipid, DNA, and RNA (accounting for ~24% of POP), however, was not largely affected by acidification (Supplementary Table 2). Therefore, in view of being a substantial portion of POP^23,24^, polyP should be mostly responsible for the enhanced POP under acidified conditions (Fig. 1b). A ubiquitous polymer of PO_4_^3−^ residues, polyP is known as a luxury P storage molecule in phytoplankton^23,24^. In addition, polyP also has diverse physiological functions in microorganisms, such as maintaining intracellular pH homeostasis thanks to its ability to act as a proton (H^+^ ion) buffer^25^. For example, a pH-homeostatic function for polyP has been demonstrated in the unicellular alga *Dunaliella salina*^26^, and the reduced pH in the growth medium was found to result in a significant intracellular accumulation of polyP in the yeast *Candida humicola*^27^. Recently Hong et al.^6^ have reported that OA can lead to a decrease in the cytosolic pH of *T. erythraeum*, thereby affecting intracellular pH homeostasis and accordingly increasing biochemical and energetic costs for coping with it. In marine phytoplankton, the cellular mechanisms for cytosolic pH homeostasis generally include H^+^ buffering, metabolic H^+^ consumption and production, and transmembrane H^+^ transport^28,29^. 

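Supplementary Table 4 lists 4 genes as plasma membrane transporters, each given by its locus tag. The ABC transporter ATP-binding protein gene Tery_0625 (1018348 to 1020558) had 10.7 ± 0.637 FPKM (SD, n = 3) under ambient and 17.4 ± 0.509 FPKM (SD, n = 3) under acidified conditions, a log2 fold change of 0.66 (standard error 0.13, adjusted p = 0.0745 from limma). Its call depended on the test: with limma-voom on the recovered whole fragments the adjusted p was 0.0169, and with limma without the trend of the variance 0.0467, within a range of 0.0169 to 0.310 over all alternatives. The potassium channel gene Tery_4204 (6483495 to 6484394) rose from 6.84 ± 1.24 to 11.3 ± 1.59 FPKM, on 24 to 60 fragments per library (log2 fold change 0.65, standard error 0.19, adjusted p = 0.202 from limma). In the polysaccharide export gene Tery_2691 (4162778 to 4164304) the values were 15.4 ± 3.03 and 23.6 ± 5.16 FPKM, and the lowest acidified culture lay below the highest ambient one (log2 fold change 0.58, standard error 0.20, adjusted p = 0.254 from limma). The C4-dicarboxylate transporter gene Tery_4422 (6816642 to 6817727) stood at 22.6 ± 1.61 and 29.0 ± 0.991 FPKM (log2 fold change 0.35, standard error 0.11, adjusted p = 0.233 from limma). In Tery_0625, Tery_4204 and Tery_4422 every acidified culture was above every ambient one (exact permutation tests, two-sided, p = 0.10).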

In this study as well as a previous one^6^, the gene expression of several plasma membrane transporters was increased under acidified conditions (Supplementary Table 4). Therefore, it is plausible that among other mechanisms such as up-regulating transmembrane H^+^ transport machinery, the P-limited *T. erythraeum* increased cellular polyP content for maintaining cytosolic pH homeostasis in response to acidification.

**Fig. 2:**
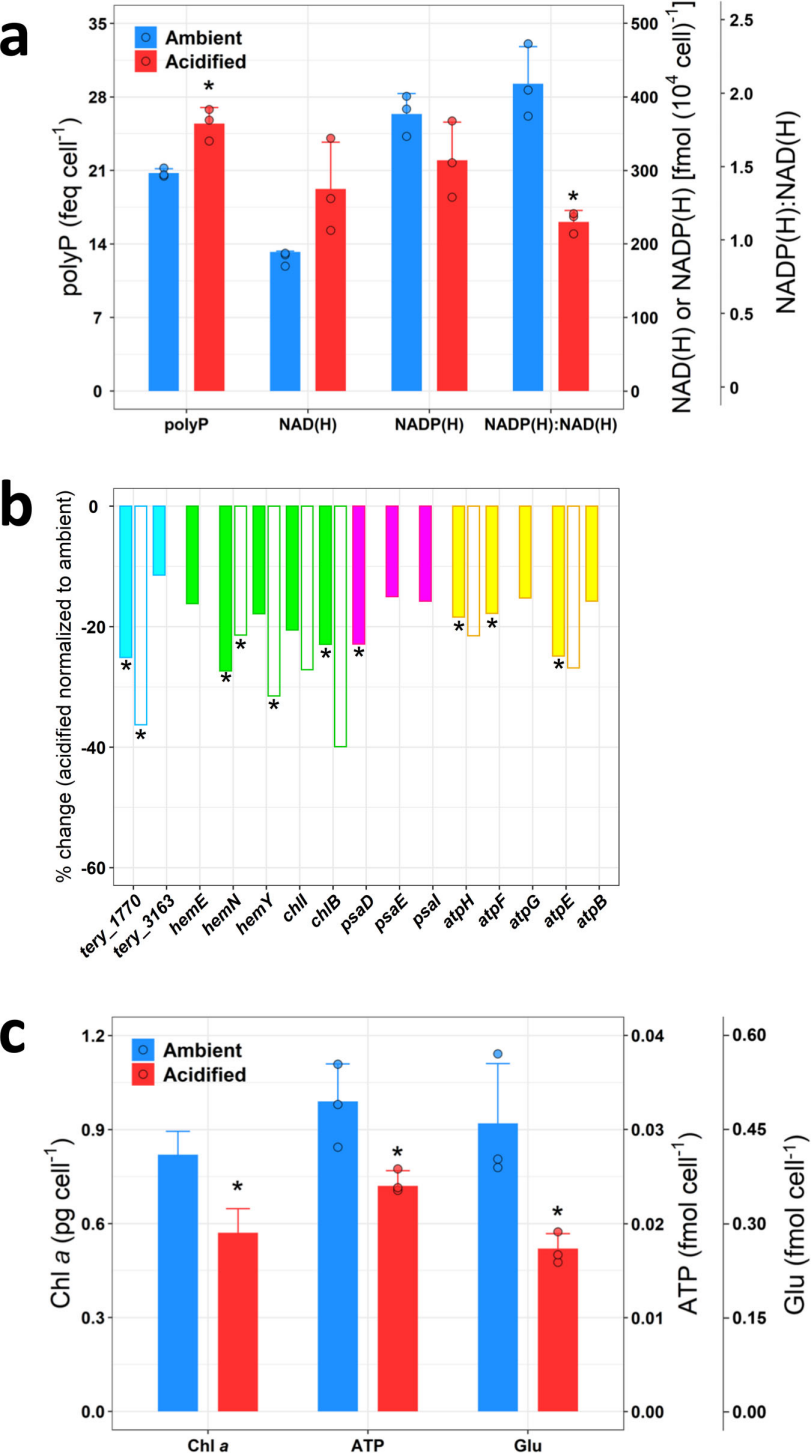
The effect of ocean acidification on cellular metabolite, pigment, and gene transcription of P-limited *T. erythraeum*. **a** PolyP (femto-equivalents of the standard per cell), NAD(H) and NADP(H) concentrations, and NAD(H):NADP(H) ratios of P-limited *T. erythraeum* under ambient and acidified conditions. **b** Percentage change (acidified normalized to ambient condition) of gene transcription of NAD kinase (cyan) and proteins involved in Chl*a* synthesis (green), PSI (purple), and ATP synthesis (yellow). Solid bars denote transcriptomic analysis data, and open bars denote RT-qPCR analysis data (Supplementary Tables 4 and 5). **c** cellular Chl*a*, ATP, and Glu concentrations of P-limited *T. erythraeum* under ambient and acidified conditions. In **a**, **c**, data are presented as mean values + SD (*n* = 3 biologically independent samples, except for Chl*a* *n* = 14 and 15 under ambient and acidified conditions, respectively), and dots are corresponding data points of the replicates. Asterisks denote significant changes in polyP (*p* = 0.007), NAD(H):NADP(H) ratios (*p* = 0.003), Chl*a* (*p* < 0.001), ATP (*p* = 0.036), and Glu (*p* = 0.031) under acidified conditions compared with ambient conditions (two-tailed paired Student’s *t*-test). In **b**, data are mean values of three biological replicates (*n* = 3 biologically independent samples), and asterisks denote significant changes (*p* < 0.05) in gene transcription in response to acidification (for the transcriptomic data analysis, differential expression was analyzed using the DESeq2 R package^54^ and the *p*-values were adjusted using the Benjamini and Hochberg’s approach; for RT-qPCR data analysis, two-tailed paired Student’s *t*-test). Source data are provided as a Source Data file.

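Supplementary Table 4 gives log2 fold changes for 24 genes, of which 14 could be matched to the deposited FPKM by locus tag or gene symbol (its ppkI to the symbol ppk1). The fold changes recomputed from the FPKM had the sign of the paper's value in 14 of the 14 genes, with the values as deposited and under the 3 rescalings tried. They come from the same libraries as the table and are not independent evidence. The paper gives an adjusted p-value under 0.05 to 10 of the 24 genes. Of these, 6 were matched, and limma on log2(FPKM + 1) called 0 of the 6, although 6 of the 6 had an unadjusted p under 0.05. Limma-voom on the recovered whole fragments called 1 of the 6, Tery_0625.

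Over the 28 genes that the paper names and that could be matched, copies included and without the reference gene *ftsZ*, 14 had an adjusted p under 0.05 when adjusted over the list alone, and 3 when adjusted over the 4476 features tested. The study chose this list on these libraries, so that the first count is not independent evidence. The reference gene *ftsZ* (5788222 to 5789493) had 315 ± 10.1 FPKM (SD, n = 3) under ambient and 307 ± 12.4 FPKM (SD, n = 3) under acidified conditions, a log2 fold change of -0.04 (standard error 0.08, adjusted p = 0.860 from limma).

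**Figure D2:**
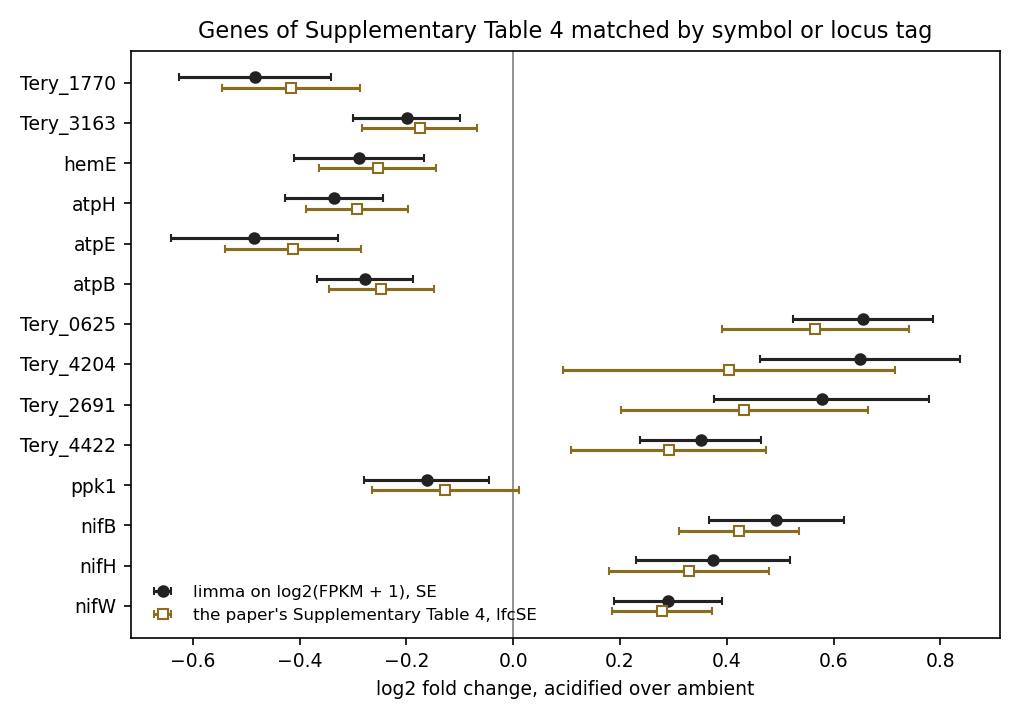
Log2 fold changes, acidified over ambient, of the 14 genes of Supplementary Table 4 that could be matched, from limma on log2(FPKM + 1) (filled circles, with the standard error) and as the paper gives them (open squares, with the paper's lfcSE). The sign is the same in 14 of the 14 genes, and the circles lie farther from 0 in each.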

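The gene table gives the symbol ppk1 to 1 polyP kinase gene (1753871 to 1756033). It had 45.3 ± 2.56 FPKM (SD, n = 3) under ambient and 40.5 ± 4.51 FPKM (SD, n = 3) under acidified conditions, on 346 to 499 fragments per library. The log2 fold change of -0.16 (standard error 0.12, adjusted p = 0.534 from limma) was within the spread between cultures, and the groups overlapped (exact permutation test, two-sided, p = 0.20). With each culture left out in turn it ranged from -0.24 to -0.09. No feature carries the symbol ppx, and the exopolyphosphatase was not analysed here.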

Although cellular polyP concentration increased under acidified conditions, the transcription of polyP kinase and phosphatases, enzymes that catalyze polyP synthesis and hydrolysis, respectively, was not substantially affected by acidification (Supplementary Table 4). 

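Tery_1770 (2693722 to 2694651) fell from 531 ± 73.7 FPKM (SD, n = 3) under ambient conditions to 379 ± 57.6 FPKM (SD, n = 3) under acidified conditions, a log2 fold change of -0.48 (standard error 0.14, adjusted p = 0.207 from limma). The 3 acidified cultures were all below the 3 ambient ones (exact permutation test, two-sided, p = 0.10), with the highest acidified culture at 445 FPKM and the lowest ambient culture at 446 FPKM. The call depended on 1 library: without acidified replicate 3 the log2 fold change was -0.60 and the adjusted p 0.0439 from limma, within a range of 0.0439 to 0.590 over all alternatives. Tery_3163 (4830526 to 4831443) had 442 ± 43.3 and 384 ± 22.9 FPKM, a log2 fold change of -0.20 (standard error 0.10, adjusted p = 0.391 from limma). For this gene 1 acidified and 1 ambient culture both stood at 406 FPKM, in overlapping groups (exact permutation test, two-sided, p = 0.20).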

As demonstrated by both transcriptomic and RT-qPCR analysis, the transcription of *tery_1770* and *tery_3163*, genes encoding nicotinamide adenine dinucleotide (NAD) kinase (i.e., *ppnk*), was down-regulated by acidification (Fig. 2b and Supplementary Tables 4 and 5). NAD kinase catalyzes the phosphorylation of NAD to the formation of nicotinamide adenine dinucleotide phosphate (NADP) in the presence of phosphoryl donors such as polyP and ATP^30^. Although the physiological functions of NAD kinase in cyanobacteria remain poorly understood^31^ and its phosphoryl donor(s) in *T. erythraeum* is(are) unknown, the down-regulation of NAD kinase under acidified conditions may have helped sustain higher polyP content in the cells, which could play an important role in cytosolic pH homeostasis, as discussed above.

NAD kinase is one of the key enzymes that regulate the cellular NADP(H) and NAD(H) levels and the NADP(H):NAD(H) ratios^30^. In accordance with the down-regulation of NAD kinase gene transcription, acidification was found to cause an increase in NAD(H) and a decrease in NADP(H) concentrations and hence a decrease in the NADP(H):NAD(H) ratio (*p* = 0.003, two-tailed paired Student’s *t*-test) (Fig. 2a). It has been shown that the NADP(H):NAD(H) ratio plays an important role in regulating plant physiology, as the functions of NAD(H) and NADP(H) are important and distinct^30,32^. For instance, in NAD kinase-deficient *Arabidopsis*, the NADP(H):NAD(H) ratio was significantly reduced and the NADPH-dependent pathways such as C fixation and chlorophyll synthesis were hampered^32,33^. Similarly, in our study, along with the decreased NADP(H):NAD(H) ratio under acidified conditions (Fig. 2a), we observed a considerable decrease in C fixation rate (Fig. 1a), as well as a lower cellular chlorophyll *a* (Chl*a*) content (Fig. 2c) and accordingly a significant decrease in the transcription of a series of genes involved in Chl*a* biosynthesis (i.e., *hemN*, *hemY* and *chlB*) (Fig. 2b and Supplementary Tables 4 and 5). 

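Of the genes in Supplementary Table 4 for Chl*a* synthesis, only hemE could be matched by its symbol, and hemN and hemY were not analysed here. The gene table has no chlI or chlB but holds the symbols bchI and bchB, and whether these are the paper's chlI and chlB is not given in the sources used here. Transcripts of hemE (2607210 to 2608274) fell from 2098 ± 222 FPKM (SD, n = 3) to 1718 ± 213 FPKM (SD, n = 3) under acidified conditions, a log2 fold change of -0.29 (standard error 0.12, adjusted p = 0.317 from limma), with overlapping groups (exact permutation test, two-sided, p = 0.20). The gene table names 10 genes with hem or chl symbols, and 9 of them had lower transcripts under acidified conditions, with hemH higher (log2 fold change 0.16). The largest decrease was in hemW (1867440 to 1868705), from 1468 ± 240 to 999.7 ± 88.4 FPKM (log2 fold change -0.54, standard error 0.13, adjusted p = 0.137 from limma). Limma called 0 of the 10 genes, 5 of which had an unadjusted p under 0.05, and limma-voom on the recovered whole fragments called 1. Taken as a set, the 10 genes were lower (camera, adjusted p = 0.00317 over 9 gene sets; mean log2 fold change -0.24, median -0.31). The set was taken from symbols alone. Whether each member, hemW and hemH among them, acts in Chl*a* synthesis is not given in the sources used here. Leaving out each culture in turn kept the adjusted p of the set under 0.05 in 6 of 6 fits (at most 0.0191). The gene table also holds 7 genes with bch or acsF symbols. When they were added, a choice made after the gene table had been seen, the set of 17 genes had an adjusted p of 0.00310 (camera). Its mean log2 fold change was -0.20 and its median -0.19, a smaller decrease than in the set of 10 genes. Among the added genes, bchB had a log2 fold change of -0.44 (standard error 0.14, adjusted p = 0.233 from limma) and bchI of -0.25 (standard error 0.20, adjusted p = 0.571 from limma). For bchM, bchH and bchD the values were -0.19, -0.10 and -0.04, and for acsF and bchL 0.07 and 0.02.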

The decrease in cellular Chl*a* concentration was also in line with a reduction in the cellular content of glutamate (Fig. 2c), the substrate for Chl*a* synthesis. In cyanobacteria, it has been suggested that the de novo Chl*a* synthesis reflects the demand of Chl*a* for the photosystem I (PSI)^34^, as it contains a much larger number of Chl*a* molecules than the photosystem II (PSII) (i.e., 96 vs. 35 per monomer)^35,36^. 

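The 6 genes with a psa symbol in the gene table were psaA, psaB, psaC, psaJ and 2 copies of psaK. Their means under ambient conditions lay between 1258 and 7671 FPKM, with 1135 to 58842 fragments per gene and library. The reaction center genes psaA (7178626 to 7180887) and psaB (7176127 to 7178343) had 4513 ± 118 and 3898 ± 183 FPKM (SD, n = 3) under ambient and 4221 ± 373 and 3783 ± 495 FPKM (SD, n = 3) under acidified conditions. Log2 fold changes of the 6 genes ranged from -0.10 in psaA (standard error 0.10, adjusted p = 0.654 from limma) to 0.13 in psaC (standard error 0.17, adjusted p = 0.741 from limma), and 3 were below 0. Limma called 0 of them, 0 had an unadjusted p under 0.05, and limma-voom on the recovered whole fragments also called 0. With camera the set had an adjusted p of 0.974, a mean log2 fold change of 0.01, a median of -0.02 and a test direction of lower, which became higher with the median-of-ratios rescaling. The genes psaD, psaE and psaI carry no matching symbol and were not analysed here.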

Consistent with the reduced cellular Chl*a* content, the transcription of PSI genes (e.g., *psaD*) was decreased in response to acidification (Fig. 2b and Supplementary Table 4), which would have hampered the light-harvesting ability of PSI and consequently ATP production. This is evidenced by a lower cellular ATP content and a decline in the transcription of several ATPase subunit genes (e.g., *atpH*, *atpF,* and *atpE*) at low pH (Fig. 2b, c and Supplementary Tables 4 and 5). 

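The atp genes of the gene table lie at 2 places on the chromosome. At the first, from 3430009 to 3434682, atpH (3431712 to 3432260) fell from 2740.3 ± 162 FPKM (SD, n = 3) to 2171 ± 122 FPKM (SD, n = 3) under acidified conditions, a log2 fold change of -0.34 (standard error 0.09, adjusted p = 0.191 from limma). The most abundant of these transcripts, atpE (3433474 to 3433719), fell from 30927 ± 3618 to 22211 ± 3957 FPKM (log2 fold change -0.49, standard error 0.16, adjusted p = 0.233 from limma). Its call depended on 1 library, with an adjusted p of 0.0463 from limma without acidified replicate 3, within a range of 0.0463 to 0.610 over all alternatives. For atpB (3433933 to 3434682) the values were 6808 ± 224 and 5617 ± 253 FPKM (log2 fold change -0.28, standard error 0.09, adjusted p = 0.233 from limma). In atpH, atpE and atpB every acidified culture was below every ambient one (exact permutation tests, two-sided, p = 0.10), while atpA at the same place had a log2 fold change of -0.27 (adjusted p = 0.331 from limma) with overlapping groups. The genes Tery_2201 and Tery_2202, which lie between atpH and atpE and carry no symbol, had log2 fold changes of -0.31 and -0.28 (adjusted p = 0.199 and 0.233 from limma), and were singled out after their values were seen. The annotated ends of atpH and Tery_2201 overlap by a few bases. At the other place, atpC and atpD had log2 fold changes of 0.12 and -0.02. No feature carries the symbol atpF or atpG, so that these genes were not located and not analysed here under these names. Whether Tery_2201 and Tery_2202 are the paper's atpF and atpG is not given in the sources used here.

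As a set, the 6 atp genes were lower under acidified conditions (camera, adjusted p = 0.0219 over 9 gene sets; mean log2 fold change -0.21, 5 of 6 genes lower). The set was not past 0.05 without acidified replicate 3 (adjusted p = 0.231), without ambient replicate 2 (0.120) or under fry (0.0602), within a range of 0.00130 to 0.351 over 17 alternatives. The paper takes the decline in ATPase subunit transcripts, together with a lower cellular ATP content, as evidence of hampered ATP production at low pH, and reasons that a shortage of ATP should have contributed to the lower C and nitrogen fixation rates.

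**Figure D3:**
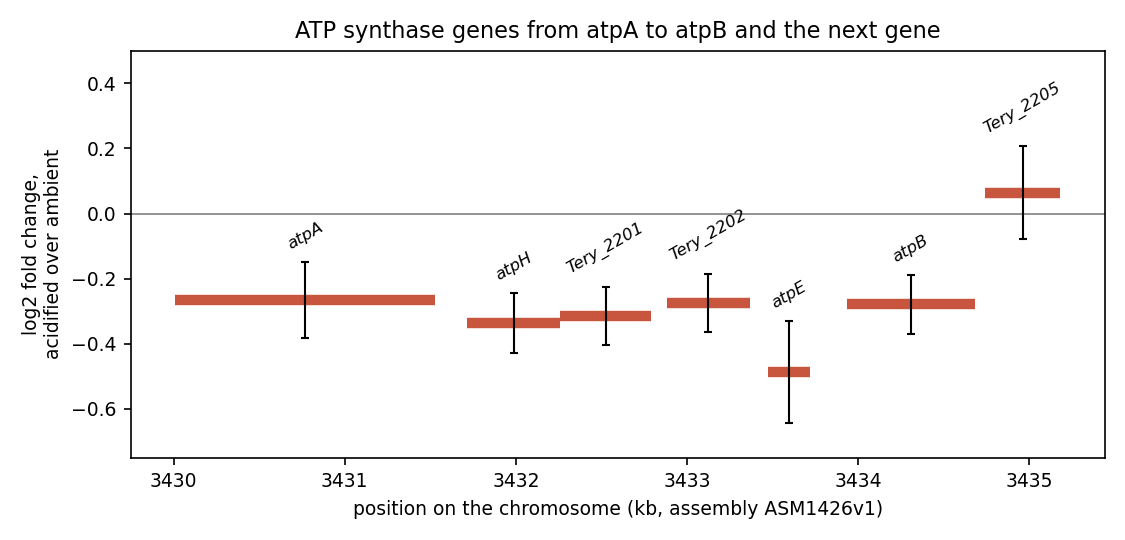
Log2 fold change, acidified over ambient, against position on the chromosome (kb) for the genes from atpA to atpB and the next gene, with each gene drawn as a bar over its own length and its standard error as a vertical line. The 6 genes from atpA to atpB lie between -0.49 and -0.27, and Tery_2205 at 0.06.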

Alongside the decreased NADP(H):NAD(H) ratio (Fig. 2a), a shortage of ATP supply should have also been responsible for the decreased C and N_2_ fixation rates under acidified conditions (Fig. 1a). Moreover, poised with a lower cytosolic pH^6^, a reduced ATP pool may cause the nitrogenase complex to allocate a greater fraction of electrons to protons instead of N_2_^37,38^, thereby resulting in a lower nitrogenase efficiency under acidified conditions. This is demonstrated by reduced N_2_ fixation rates despite elevated transcriptions of nitrogenase genes (e.g., *nifB*, *nifH*, and *nifW*) (Fig. 1a and Supplementary Table 4), as observed previously in both nutrient-replete and Fe-limited *T. erythraeum* grown under low pH^6,8^. In addition, since ATP production was impeded, the energy required for maintaining cytosolic pH homeostasis by plasma membrane transporters would likely become insufficient. Consequently, P-limited *T. erythraeum* would have relied on the up-regulation of cellular polyP to maintain cytosolic pH homeostasis under acidified conditions.

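The gene table names 9 nif genes, which lie from 6370825 to 6389930 on the chromosome. In nifB (6375963 to 6377432) transcripts rose from 1521 ± 212 FPKM (SD, n = 3) under ambient conditions to 2136 ± 226 FPKM (SD, n = 3) under acidified conditions, a log2 fold change of 0.49 (standard error 0.13, adjusted p = 0.156 from limma). Without acidified replicate 3 its adjusted p was 0.0463 from limma, within a range of 0.0463 to 0.485 over all alternatives. The nitrogenase reductase gene nifH (6380808 to 6381698) had 12764 ± 1370 and 16621 ± 2518 FPKM, a log2 fold change of 0.37 (standard error 0.14, adjusted p = 0.285 from limma), and its lowest acidified culture was below its highest ambient one (exact permutation test, two-sided, p = 0.20). For nifW (6389619 to 6389930) the values were 8715 ± 286 and 10672 ± 825 FPKM (log2 fold change 0.29, standard error 0.10, adjusted p = 0.254 from limma). Limma called 0 of the 9 genes, 4 of which had an unadjusted p under 0.05, and limma-voom on the recovered whole fragments also called 0. Over the 9 genes, 7 were higher and nifX and nifT lower, with nifU turning lower (-0.01) when the values were rescaled to a common total per library. The set was higher under acidified conditions (camera, adjusted p = 0.0219 over 9 gene sets; mean log2 fold change 0.17, median 0.23). Its adjusted p was 0.0562 without ambient replicate 3, within a range of 0.00879 to 0.247 over 17 alternatives.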

### Effects of OA on natural *Trichodesmium* spp. in NSCS surface seawaters

Previous studies have shown that the effects of OA on N_2_ fixation of *T. erythraeum* can be influenced by Fe nutritional conditions (Fe-limited vs. Fe-replete)^6,8^, and may also depend on their morphologies (large colonies vs. free trichomes)^39,40^. Results from the laboratory culture experiments of the present study further predict that N_2_ fixation of *Trichodesmium* in natural waters where P is in short supply should decrease with decreasing pH to a larger extent as compared with those from P-sufficient environments. To our knowledge, however, there has been no field study of the effect of acidification on N_2_ fixation under P-limiting conditions. To test whether our laboratory results can be extended to natural *Trichodesmium* populations, we conducted field experiments with surface seawaters of the northern South China Sea, where SRP concentrations were very low (10–35 nM, Supplementary Table 6). A down-regulation in the expression of the P limitation marker gene *sphX*^21^ in response to additions of PO_4_^3−^ indicated that the natural *Trichodesmium* populations in surface waters collected in our study region were experiencing P limitation (Supplementary Fig. 3). In all the experiments, *Trichodesmium* spp. accounted for a significant fraction of the diazotroph community (45–98%), according to *nifH* gene abundance (Fig. 3a), and were present as free trichomes except at station OA-5 where *Trichodesmium* formed colonies in a bloom. If not taking into account gamma-proteobacteria whose nitrogenase activity is currently unclear^41^, *Trichodesmium* spp. dominated the other surveyed N_2_ fixers (>83%). As predicted by the laboratory experiments, the N_2_ fixation rate decreased by 5–73% (*p* = 0.006, one-tailed paired Student’s *t*-test) under acidified conditions in all experiments except that at station OA-5 (Fig. 3b). Although natural phytoplankton assemblages in surface waters precluded POP and/or polyP quantification specifically targeting the *Trichodesmium* populations, transcripts of the NAD kinase gene *ppnk* of two major *Trichodesmium* clades (i.e., *T. tenue* and *T. erythraeum*) showed a systematic and significant decline under acidified conditions (*p* = 0.031 and 0.008, respectively, one-tailed paired Student’s *t*-test) (Fig. 3c, d). This is consistent with the decreased transcription of the NAD kinase genes observed in our laboratory experiments (Fig. 2b), indicating a down-regulation of NAD kinase expression potentially related to the need for more cellular polyP likely for maintaining cytosolic pH homeostasis.

**Fig. 3:**
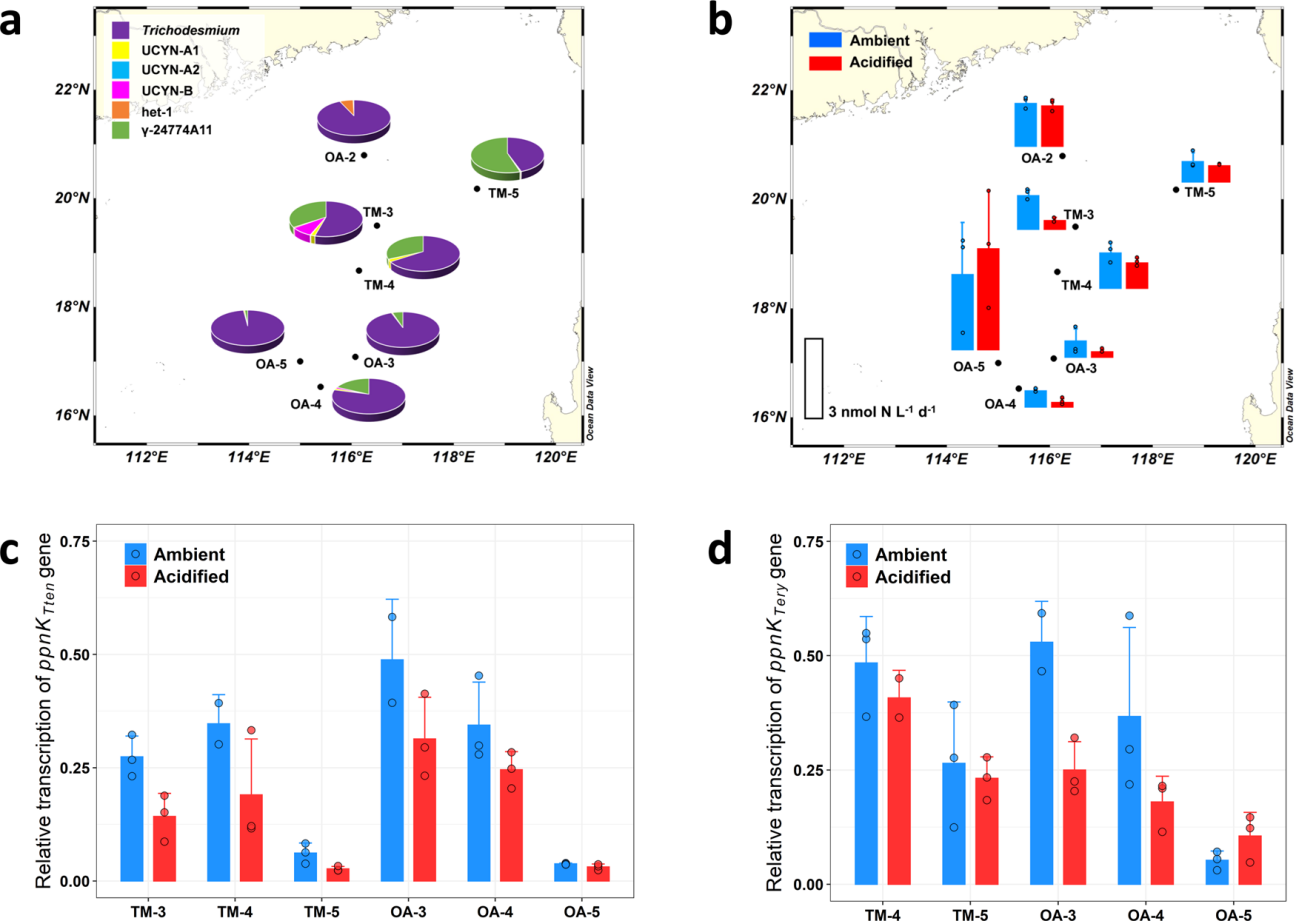
The effect of ocean acidification on natural *Trichodesmium* populations in the northern South China Sea surface seawater. **a**, **b** Relative contribution of different diazotrophs (**a**) and N_2_ fixation rate (**b**) under ambient and acidified conditions of the diazotroph community. **c**, **d** Relative transcription of the NAD kinase gene *ppnk* of two major *Trichodesmium* clades *T. tenue* (**c**) and *T. erythraeum* (**d**) in the diazotroph community under ambient and acidified conditions. In **a**, **b** the maps were produced using Ocean Data View 5. In **b**–**d**, data are presented as mean values + SD (*n* = 2 or 3 biologically independent samples). Although the OA effect in any given experiment was not statistically significant, statistical analysis (one-tailed paired Student’s *t*-test) on data from all the experiments except the one at station OA-5, where *Trichodesmium* formed colonies in a bloom, reveals that differences between ambient and acidified conditions were significant for N_2_ fixation rate (**b**, *p* = 0.006, *n* = 18 for both conditions) and relative transcription of *ppnk*_Tten_ (**c**, *p* = 0.031, *n* = 13 for ambient conditions and *n* = 15 for acidified conditions) and *ppnk*_Ttery_ (**d**, *p* = 0.008, *n* = 11 for both conditions). Source data are provided as a Source Data file.

### Simulated synergistic effects of OA and P limitation on global *Trichodesmium* N_2_ fixation

The Community Earth System Model (CESM) predicts that the global marine N_2_ fixation of 155 Tg N yr^−1^ in 1981–2000 will be reduced by 25 Tg N yr^−1^ by 2081–2100 under the RCP 8.5 scenario. We estimated the contribution of *Trichodesmium* to N_2_ fixation in the global ocean following Tang and Cassar^42^ and predicted that it will decrease from 60 Tg N yr^−1^ in 1981–2000 to 47.4 Tg N yr^−1^ in 2081–2100 (Fig. 4a), a reduction of 12.6 Tg N yr^−1^. As in most large-scale Earth systems or global ocean models, CESM does not explicitly represent the effects of acidification on phytoplankton including diazotrophs. To illustrate the potential implications of our findings, using an offline mode of the biogeochemical elemental cycling (BEC) model embedded in the CESM, we extrapolated the acidification effect without considering potential P limitation, which showed an additional decrease of 11.3 Tg N yr^−1^ in the projected *Trichodesmium* N_2_ fixation (Fig. 4b). By overlying the synergistic interaction of acidification and P limitation, the projected N_2_ fixation by *Trichodesmium* was reduced more pronouncedly by 22.8 Tg N yr^−1^ by the end of this century (Fig. 4c). The reduction was most marked in the western Pacific and the northern Indian Oceans where P is predicted to limit diazotroph activity^43^. It should be noted that these large-scale effects of OA and P limitation on *Trichodesmium* N_2_ fixation illustrated are a first-order estimate, largely representing their relative strength in different oceanic regions, and uncertainties in the estimates due to the offline calculations and the assumption of a linear function of OA impacts (see the “Methods” section) are likely. Nevertheless, the evaluations based on our experimental findings suggest that N_2_ fixation by *Trichodesmium* will probably decrease and its distribution will change in the future ocean due to interactions between P availability and acidification, although changes in other environmental factors (e.g., light, temperature, and Fe) in the future ocean may also affect the growth of *Trichodesmium* and modulate its response to ocean acidification^6,44,45^.

**Fig. 4:**
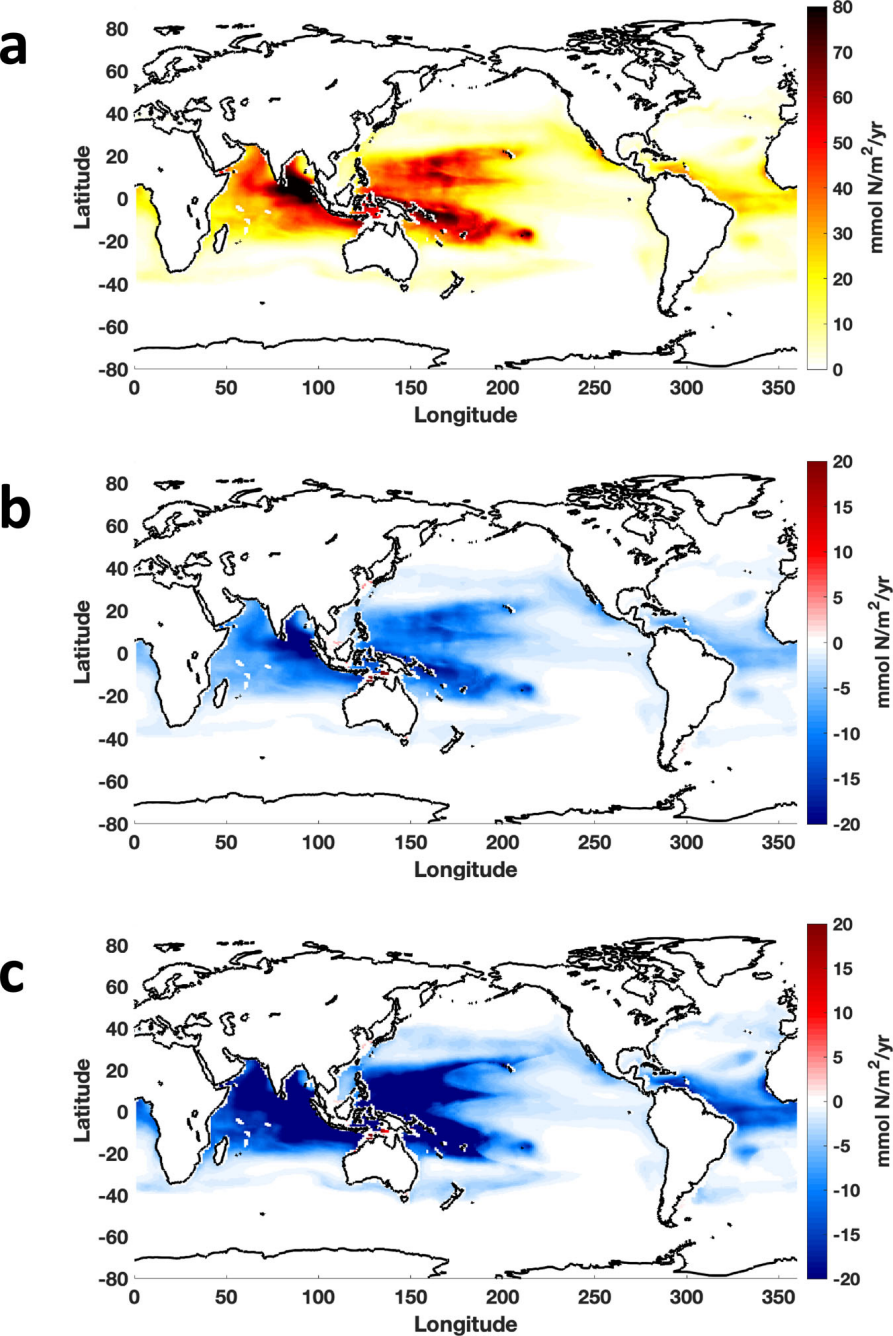
Modeled changes in global marine N_2_ fixation contributed by *Trichodesmium*. **a** Predicted global *Trichodesmium* N_2_ fixation (47.4 Tg N yr^−1^) in 2081–2100 under the IPCC RCP 8.5 scenario using the Community Earth System Model with estimated *Trichodesmium* contribution (see the “Methods” section). **b**, **c** Additional changes in predicted *Trichodesmium* N_2_ fixation due to ocean acidification alone (−11.3 Tg N yr^−1^) (**b**) and to ocean acidification and P limitation combined (−22.8 Tg N yr^−1^) (**c**) in 2081–2100. Data are visualized using MATLAB_R2018b.

Ocean acidification as a result of the dissolution of anthropogenic CO_2_ in the ocean is anticipated to affect the globally important N_2_ fixer *Trichodesmium*^6,8^. Our study demonstrates that the adverse effects of acidification on N_2_ fixation by this prominent diazotroph can be magnified by P limitation that presumably will intensify along with seawater acidification in the future oligotrophic surface oceans^10^. It should be noted that although DOP was not the added P source in our study, it can represent a significant P source for *Trichodesmium* growth in PO_4_^3-^-limited surface waters^19,20^. Therefore, the effects of OA on DOP utilization and thus N_2_ fixation by *Trichodesmium* certainly warrant future investigation. Nevertheless, the resulting decrease in cellular PON:POP ratio (48:1 and 31:1, respectively, under ambient and acidified conditions) observed here indicates that *Trichodesmium* may fix less N per unit of P in response to seawater acidification. Together, these results suggest that ocean acidification may lead to a decline in the supply of new nitrogen by *Trichodesmium* to the oceans, particularly in the vast P-limited regions^9^. Given the pivotal role *Trichodesmium* plays in the marine nitrogen cycle, this perturbation is significant for ocean biology and biogeochemistry.

## Methods

### Laboratory experiments

#### Culturing

The marine cyanobacterium *Trichodesmium erythraeum* IMS101 was obtained from the National Center for Marine Algae and Microbiota (Maine, USA) and was grown in Aquil-tricho medium prepared with 0.22 µm-filtered and microwave-sterilized oligotrophic South China Sea surface water^6^. The medium was enriched with various concentrations of chelexed and filter-sterilized NaH_2_PO_4_ as where indicated, and filter-sterilized vitamins and trace metals buffered with 20 µM EDTA^6^. The cultures were unialgal, and although they were not axenic, sterile trace metal clean techniques were applied for culturing and experimental manipulations. *T. erythraeum* was pre-adapted to low P condition by semi-continuously culturing at 0.5 μM PO_4_^3−^ and at two pCO_2_ levels (400 and 750 µatm) for more than one year. To start the chemostat culture, three replicates per treatment were grown in 1-L Nalgene® magnetic culture vessels (Nalgene Nunc International, Rochester, NY, USA), in which the cultures were continuously mixed by bubbling with humidified and 0.22 µm-filtered CO_2_–air mixtures and stirring using a suspended magnetic stir bar. The reservoirs contained Aquil-tricho medium with 1.2 μM NaH_2_PO_4_, which was delivered to the culture vessels using a peristaltic pump (Masterflex® L/S®, USA) at the dilution rate of 0.2 d^−1^. In all experiments, cultures were grown at ;27 °C and ~80 μmol photons m^−2^ s^−1^ (14 h:10 h light–dark cycle) in an AL-41L4 algae chamber (Percival). The concentration of Chlorophyll *a* (Chl*a*) was monitored daily in the middle of the photoperiod as an indicator of biomass. When the Chl*a* concentration remained constant for more than one generation, the system was considered to have reached steady-state, and was maintained for at least another four generations prior to sampling for further analysis.

#### Carbonate chemistry manipulation

pCO_2_/pH of seawater media in the culture vessels and in the reservoir was controlled by continuously bubbling with humidified and 0.22 µm-filtered CO_2_-air mixtures generated by CO_2_ mixers (Ruihua Instrument & Equipment Ltd.). During the experimental period, the pH_T_ (pH on the total scale) of media was monitored daily using a spectrophotometric method^46^. The dissolved inorganic carbon (DIC) of media was analyzed by acidification and subsequent quantification of released CO_2_ with a CO_2_ analyzer (LI 7000, Apollo SciTech). Calculations of alkalinity and pCO_2_ were made using the CO2Sys program^47^, based on measurements of pH_T_ and DIC, and the carbonate chemistry of the experiments are shown in Supplementary Table 1.

#### Chla concentration and cell density and size

Chl*a* concentration was measured daily following Hong et al.^6^. Briefly, *T. erythraeum* was filtered onto 3 μm polycarbonate membrane filters (Millipore), followed by heating at 65 °C for 6 min in 90% (vol/vol) methanol. After extraction the filter was removed and cell debris were spun down via centrifugation (5 min at 20,000×*g*) before spectrophotometric analysis. Cell density and the average cell length and width were determined at regular intervals when the chemostat cultures reached steady-state using ImageJ software. Photographs of *Trichodesmium* were taken using a camera (Canon DS126281, Japan) connected with an inverted microscope (Olympus CKX41, Japan). Total number and length of filaments in 1 mL of culture were measured, and the cell number of ~20 filaments was counted. The average length of cells was obtained by dividing the total length of the 20 filaments by their total cell number. The cell density of the culture was then calculated by dividing the total length of filaments in 1 mL culture by the average cell length. The average cell width was determined by measuring the width of around 1000 cells in each treatment.

#### Elemental composition

To determine particulate organic C (POC) and N (PON), at the end of the chemostat culturing *T. erythraeum* cells were collected on pre-combusted 25 mm GF/F filters (Whatman) and stored at −80 °C. Prior to analysis, the filters were dried overnight at 60 °C, treated with fuming HCl for 6 h to remove all inorganic carbon, and dried overnight again at 60 °C. After being packed in tin cups, the samples were subsequently analyzed on a PerkinElmer Series II CHNS/O Analyzer 2400.

Particulate organic P (POP) was measured following Solorzano et al.^48^. Cells were filtered on pre-combusted 25 mm GF/F filters and rinsed twice with 2 mL of 0.17 M Na_2_SO_4_. The filters were then placed in combusted glass bottles with the addition of 2 mL of 0.017 M MgSO_4_, and subsequently evaporated to dryness at 95 °C and baked at 450 °C for 2 h. After cooling, 5 mL of 0.2 M HCl was added to each bottle. The bottle was then tightly capped and heated at 80 °C for 30 min, after which 5 mL Milli-Q H_2_O was added. Dissolved phosphate from the digested POP sample was measured colorimetrically following the standard phosphomolybdenum blue method.

#### C uptake and N_2_ fixation rates

Rates of short-term C uptake were determined at the end of the chemostat culturing. 100 µM NaH^14^CO_3_ (PerkinElmer) was added to 50 mL of cultures in the middle of the photoperiod, which was then incubated for 20 min under the growth conditions. After incubation, the samples were collected onto 3 μm polycarbonate membrane filters (Millipore), which were then washed with 0.22 µm-filtered oligotrophic seawater and placed on the bottom of scintillation vials. The filters were acidified to remove inorganic C by adding 500 µL of 2% HCl. The radioactivity was determined using a Tri-Carb 2800TR Liquid Scintillation Analyzer (PerkinElmer). Rates of N_2_ fixation (nitrogenase activity) were measured in the middle of the photoperiod for 2 h by the acetylene reduction assay^49^, using a ratio of 4:1 to convert ethylene production to N_2_ fixation.

#### Soluble reactive phosphate (SRP) analysis

When the chemostat cultures reached a steady-state, SRP concentrations in the culture vessels were measured at regular intervals, using the classic phosphomolybdenum blue (PMB) method with an additional step to enrich PMB on an Oasis HLB cartridge^50^. Briefly, 100 mL of GF/F filtered medium sample was fortified with 2 mL of ascorbic acid (100 g L^−1^) and 2 mL of mixed reagent (MR, the mixture of 100 mL of 130 g L^−1^ ammonium molybdate tetrahydrate, 100 mL of 3.5 g L^−1^ potassium antimony tartrate, and 300 mL of 1:1 diluted H_2_SO_4_), and then mixed completely. After standing at room temperature for 5 min, the solution was loaded onto a preconditioned Oasis HLB cartridge (3 cm^3^/60 mg, P/N: WAT094226, Waters Corp.) via a peristaltic pump, and then 1 mL eluent solution (0.2 M NaOH) was added to elute the sample into a cuvette, to which 0.06 mL of MR and 0.03 mL of ascorbic acid solution was added to fully develop PMB. Finally, the absorbance of PMB was measured at 700 nm using a spectrophotometer.

#### Alkaline phosphatase (AP) activity

AP activities were measured in the middle of the photoperiod using *p*-nitrophenylphosphate (pNPP) as a substrate^51^. Briefly, 5 mL of culture was incubated with 250 μL of 10 mM pNPP, 675 μL of Tris-glycine buffer (50 mM, pH 8.5) and 67.5 μL of 1 mM MgCl_2_ for 2 h under growth conditions. The absorbance of formed *p*-nitrophenol (pNP) was measured at 410 nm using a spectrophotometer.

#### PolyP analysis

At the end of the chemostat culturing, *T. erythraeum* cells were filtered in the middle of the photoperiod onto 3 μm polycarbonate membrane filters (Millipore), flash frozen in liquid nitrogen, and stored at −80 °C until analysis. PolyP was quantified fluorometrically following Martin and Van Mooy^22^ and Martin et al.^23^. Briefly, samples were re-suspended in 1 mL Tris buffer (pH 7.0), sonicated for 30 s, immersed in boiling water for 5 min, sonicated for another 30 s, and then digested by 10 U DNase (Takara), RNase (2.5 U RNase A + 100 U RNase T1) (Invitrogen) and 20 μl of 20 mg mL^−1^ proteinase K at 37 °C for 30 min. After centrifugation for 5 min at 14,000×*g*, the supernatant was diluted with Tris buffer according to the range of standards curve, stained with 60 μL of 100 μM 4, 6-diamidino-2-phenylindole (DAPI) per 500 μL of samples, incubated for 7 min and then vortexed. The samples were then loaded onto a black 96-well plate and the absorption of fluorescence at an excitation wavelength of 415 nm and emission wavelength of 550 nm was measured using a PerkinElmer EnSpire® Multimode Plate Reader. PolyP standard (sodium phosphate glass Type 45) was purchased from Sigma-Aldrich. This method gives a relative measure of polyP concentration^23^ that is expressed as femto-equivalents of the standard per cell (feq cell^−1^).

#### Cellular ATP measurement

Cellular ATP contents were determined when the chemostat cultures reached a steady state. *T. erythraeum* cells were collected in the middle of the photoperiod using an ATP Assay Kit (Beyotime Biotechnology, Shanghai, China) according to the manufacturer’s instructions. Briefly, the sample was lysed and centrifuged, and the supernatant (100 μL) was mixed with ATP detection working reagent (100 μL) and loaded onto a black 96-well plate. The luminescence was measured using a PerkinElmer EnSpire® Multimode Plate Reader.

#### Intracellular metabolites measurements

NAD(H), NADP(H), and Glu were measured at the end of the chemostat culturing, using the liquid chromatography-tandem quadrupole mass spectrometry (LC–MS/MS) method modified from Luo et al.^52^. Briefly, *T. erythraeum* cells were gently filtered at the middle of photoperiod onto 3 μm polycarbonate membrane filters (Millipore), rapidly suspended in −80 °C precooled methanol-water (60%, v/v) mixture. After being kept in −80 °C freezer for 30 min, the sample was sonicated for 30 s, centrifuged at 12,000×*g* and 4 °C for 5 min, and the supernatant was filtered through a 0.2 μm filter (Jinteng®, China) and stored at −80 °C for further LC–MS/MS analysis.

A 2.0 × 50 mm Phenomenex® Gemini 5u C18 110 Å column (particle size 5.2 µm, Phenomenex, USA) was used for the analysis. The mobile phases consisted of two solvents: mobile phase A (10 mM tributylamine aqueous solution, pH 4.95 with 15 mM acetic acid) and mobile phase B (100% methanol), which were delivered using an Agilent 1290 UPLC binary pump (Agilent Technologies, Palo Alto, CA, USA) at a flow rate of 200 µL min^−1^, with a linear gradient program implemented as follows: hold isocratic at 0% B (0–2 min); linear gradient from 0% to 85% B (2–28 min); hold isocratic at 0% B (28–34 min). The effluent from the LC column was delivered to an Agilent 6490 triple-quadrupole mass spectrometer, equipped with an electrospray ionization source operating in negative-ion mode. NAD, NADH, NADP, NADPH, and Glu were monitored in the multiple reaction monitoring modes with the transition events at *m/z* 662.3 > 540, 664.3 > 79, 742 > 620, 744 > 79, and 147 > 84, respectively.

### RNA extraction, library preparation, and sequencing

At the end of the chemostat culturing, *T. erythraeum* was collected in the middle of the photoperiod by filtering onto 3 μm polycarbonate membrane filters (Millipore), flash frozen in liquid nitrogen and stored at −80 °C until extraction. Total RNA was extracted using TRIzol® Reagent (Invitrogen) combined with a physical cell disruption approach by glass beads according to the manufacturer’s instructions. Genomic DNA was removed thoroughly by treating it with RNAase-free DNase I (Takara, Japan). Ribosomal RNA was removed from a total amount of 3 µg RNA using Ribo-Zero rRNA Removal kit (Illumina, USA). Subsequently, cDNA libraries were generated according to the manufacturer’s protocol of NEBNext® Ultra^TM^ Directional RNA Library Prep Kit for Illumina® (NEB, USA). The quality of the library was assessed on the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Libraries were sequenced on an Illumina Hiseq 2500 platform, yielding 136-bp paired-end reads.

#### RNA-Seq bioinformatics

Clean reads were obtained from raw data by removing reads containing adapter, ploy-N and low-quality read. Qualified sequences were mapped to the *Trichodesmium erythraeum* IMS101 genome (https://www.ncbi.nlm.nih.gov/nuccore/NC_008312.1) by using Bowtie2-2.2.3^53^. Differential expression analysis for high/low pCO_2_ with P limitation was performed using the DESeq2 R package^54^. 

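The recovered whole fragments allow a fit on counts beside the one on FPKM. With limma-voom, which weights each log2 count by the precision that its size gives, 71 of the 4476 features tested had an adjusted p under 0.05, of which 52 were higher and 19 lower under acidified conditions. Of the 40 genes called from the FPKM, 38 were also called in this fit. The authors' own read counts and fitted model were not used here.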

The resulting *p*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. 

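On log2(FPKM + 1), limma called 40 of the 4476 features tested at an adjusted p under 0.05 (largest 0.0477), 36 higher and 4 lower under acidified conditions, and 679 features had an unadjusted p under 0.05. In each of the 40, all 3 acidified cultures lay on one side of all 3 ambient cultures. Over all the features tested, 491 were separated in this way with the acidified cultures higher and 391 with them lower, 19.7% in all. Chance gives 10% on average over all groupings of the libraries. Features that vary together across libraries can move the share of a single grouping away from this without an effect of acidification. The share was not computed for the other groupings, so that 19.7% cannot tell an effect from chance. The count depended on single libraries: without ambient replicate 1 it was 9, all among the 40, without acidified replicate 2 it was also 9, with 8 among the 40, and without acidified replicate 3 it was 176, 92 higher and 84 lower, with all 40 kept. In simulated data with the same library totals and features, 200 features were changed and a further gene set was shifted. Of the 200, limma called 86.3% of those changed by 1 or 2 on the log2 scale and 53.6% of those changed by 0.5. Of its calls, 5.45% fell on unchanged features. The simulated features varied independently, with 1 common spread between cultures, and lacked differences that real libraries share across features. These rates therefore need not hold for the real data.

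**Figure D4:**
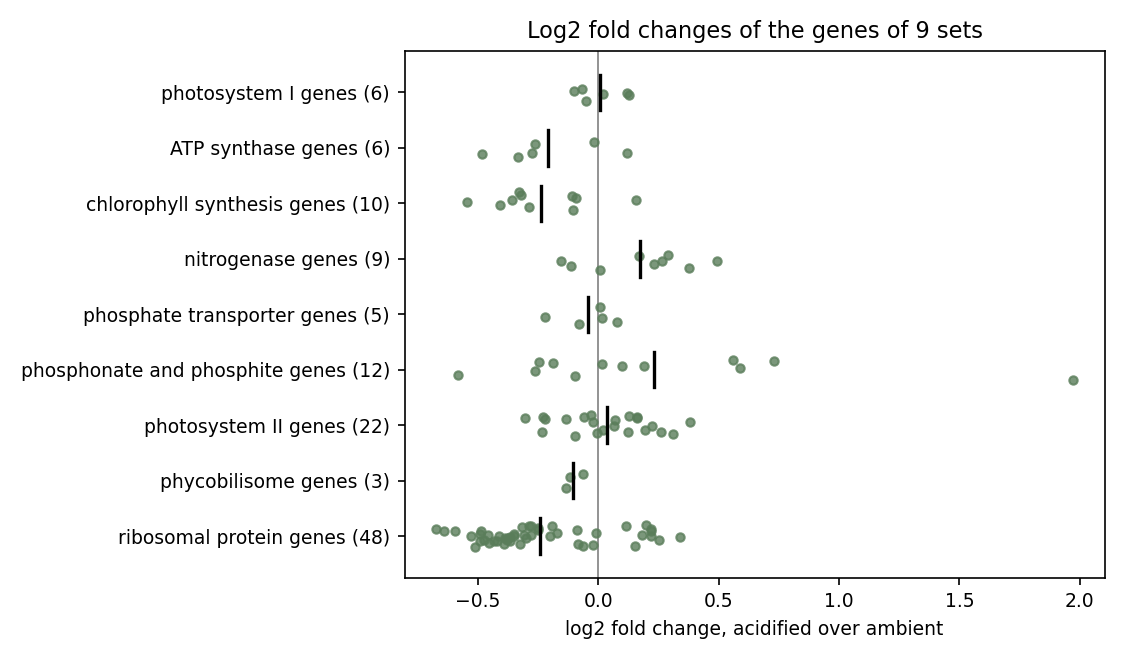
Log2 fold changes, acidified over ambient, of each gene (points, spread vertically at random) of the 9 gene sets tested, with the number of genes in parentheses and a black line at the mean of each set. The means of the chlorophyll synthesis, ATP synthase and ribosomal protein genes lie at -0.24, -0.21 and -0.24, those of the nitrogenase and phosphonate genes at 0.17 and 0.23, and those of the photosystem I and II genes at 0.01 and 0.03.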

Genes with an adjusted *p*-value < 0.05 were assigned as significantly differentially expressed. The data are deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE181428. GO and KEGG enrichment analyses of differentially expressed genes were implemented by the GOseq R package and KOBAS software respectively. GO terms with corrected *p*-value < 0.05 were considered significantly enriched by differentially expressed genes.

#### Quantitative polymerase chain reaction (qPCR) analysis and standard preparation

Extracted RNA was treated with DNase and then reverse-transcribed using random primers by M-MLV reverse transcriptase (BGI, China) to generate cDNA. The primer sequences of each gene were obtained from the literature or designed at the Genscript website and checked for validity using the Primer-Blast tool in NCBI (Supplementary Table 7). The standards for qPCR were generated as described previously^6^. Briefly, cDNA amplicon of the interested genes was PCR amplified, separated by gel electrophoresis, purified, inserted into pMD 18-T vectors (Takara), and used to transform DH5a *Escherichia coli* competent cells. Sequenced plasmid DNA from positive clones was purified and then quantified using the Qubit DNA HS Assay kit (Invitrogen).

All qPCR reactions were carried out on a fluorescent quantitative instrument CFX 96 TOUCH (Bio-Rad Laboratories). An SYBR Green I master mix (Zhishan Biotech) was used for qPCR in 20 μL reactions containing ~5 μL of diluted cDNA template, 0.4 mM dNTPs, 200 nM of each primer, and 0.05 U Taq polymerase (Tiangen Biotech). The following PCR reactions program was applied: 95 °C for 3 min, followed by 39 cycles of 95 °C for 15 s, 60 °C for 30 s, and 72 °C for 30 s. Standards corresponding to between 10^3^ and 10^8^ copies per well were amplified on the same 96-well plate as the cDNA generated from experimental materials. The amplification efficiencies of PCR were always between 90% and 103% with *R*^2^ values >0.99. To correct for differences in cDNA synthesis efficiency, the abundance of each transcript was normalized to the abundance of the housekeeping gene *FtsZ* (cell division protein) transcript.

#### Calculating P contents in RNA and genomic DNA

Extracted total RNA was exactly quantified using the Qubit RNA HS Assay kit (Invitrogen). According to the approximate average M.W. of nucleotide within polynucleotide, i.e., 320.5 g mol^−1^ (Thermo Fisher Scientific), the P contents in RNA were estimated. According to the genome size of *T. erythraeum* IMS101 (i.e., 7,750,108 bp) and taking into account polyploidy in *Trichodesmium* (i.e., assuming 100 genome copies per cell under P-limited conditions)^55^, the P contents in genomic DNA was estimated.

#### Statistical analysis

The statistical significance of differences between ambient and acidified treatments was analyzed by two-tailed paired Student’s *t*-test using SigmaPlot 12.5 (Systat Software, Inc). A significance level of *p* < 0.05 was applied.

### Field experiments

A total of four phosphate amendment experiments and seven ocean acidification experiments were conducted aboard the R/V *Dongfanghong* 2 and R/V *Tan Kah K*ee during several cruises to the northern South China Sea between May 2016 and August 2018 (Supplementary Fig. 4).

### Phosphate amendment experiments

#### Experimental setup

The incubation experiments were carried out at stations TM-4, TM-5, S1, and SK2 (Supplementary Fig. 4). Trace metal-clean seawater was collected using a towed fish system in which surface seawater (~5 m) was pumped through Teflon tubing into 10-L polycarbonate carboys directly, using a Teflon diaphragm pump (Sandpiper, USA). Trace metal-clean technique was used in setting up and sampling the experiments. All materials coming in contact with the incubation water were acid-washed in a class-100 cleanroom before use. For the phosphate-amended treatments, NaH_2_PO_4_ (chelexed and filter-sterilized) was added at a final concentration of 100 nM. For all experiments, triplicate carboys were incubated for 3 days in on-deck, flow-through incubators screened with neutral density screening to ~45% of sea surface irradiance, and subsampling was done in a laminar flow hood.

#### Sample collection for Trichodesmium genes sequencing and sphX gene transcription

After incubation, 3–4 L of seawater from each one of the triplicate carboys was collected by filtration under low vacuum pressure onto 47 mm 0.2 µm polycarbonate membrane filters (Millipore) for subsequent DNA and RNA extraction. Nucleic acid filtrations were typically completed within 45 min. All filters were flash-frozen in liquid nitrogen and kept at −80 °C until extraction.

### Ocean acidification experiments

#### Experimental setup

The incubation experiments were carried out using either 2–4 L polycarbonate bottles or 10–20 L polycarbonate carboys (Nalgene Labware) at 7 stations including TM-4 and TM-5 where the phosphate amendment experiments were conducted (Supplementary Fig. 4). At station OA-5, a *Trichodesmium* bloom occurred. For the experiments at stations, OA-2–OA-5, non-trace metal-clean near-surface seawater (~5 m) was collected using either a Teflon diaphragm pump or a Sea-bird CTD-General Oceanic rosette sampler with GO-Flo bottles. For the rest of the experiments (i.e., at stations TM-3–TM-5), the trace metal-clean technique was used in seawater sampling and experimental setup, as described above. For all the experiments, triplicate carboys or bottles were incubated for 1–3 days in on-deck, flow-through incubators screened to ~45% of sea surface irradiance.

#### Carbonate chemistry manipulation

For the experiments at station OA-5, ultra-pure HCl and NaOH were used to adjust seawater carbonate chemistry. For the experiments at other stations, seawater carbonate chemistry was manipulated by gently bubbling with 0.22 µm-filtered air or CO_2_–air mixture generated by CO_2_ mixers (Ruihua Instrument & Equipment Ltd.). pH was measured using a pH electrode (Eutech pH 110 meter with Eutech ECFC7352901B probe) calibrated with National Institute of Standards and Technology pH standard buffers. Intercalibrations between the electrode measurements and spectrophotometric pH measurements^46^ were made on seawater samples to arrive at pH_T_ (pH on the total scale). The measurements of dissolved inorganic carbon (DIC) concentration and the calculations of alkalinity and *p*CO_2_ were done as described above. The carbonate chemistry of the different experiments is shown in Supplementary Table 6.

#### N_2_ fixation rates

N_2_ fixation rates were measured using the ^15^N_2_ gas dissolution method^56^. Briefly, 0.22 µm-filtered surface seawater was degassed as described in Shiozaki et al.^57^. After that, 10 mL 98% pure ^15^N_2_ gas (Cambridge Isotope Laboratories) was injected into a gas-tight plastic bag containing 1 L of the degassed seawater and allowed to fully equilibrate before use. The percentage of ^15^N_2_ in the ^15^N_2_-enriched seawater was validated using a GasBench-IRMS^58^. Following 1–3 days of incubation, a sub-sample from each incubation carboy was transferred into a polycarbonate bottle, and then ^15^N_2_-enriched seawater was added with the enriched water constituting approximately 2.6% of the total sample volume. Bottles were then returned to the flow-through incubators under the same irradiance of each experiment and incubated for 24 h. After the incubation, particulate matter in seawater from each bottle was filtered onto 25 mm pre-combusted GF/F filters (Millipore). Particulate organic matters collected from the same incubation carboy but without ^15^N_2_ enrichment were filtered to determine ^15^N-PON natural abundance. All filter samples were stored at −20 °C immediately after collection. In the shore-based laboratory, sample filters were dried and analyzed using a Flash HT 2000 elemental analyzer coupled with a Thermo Finnigan Delta V Plus isotope ratio mass spectrometer. The rates of N_2_ fixation were calculated according to Mohr et al.^56^.

#### Soluble reactive phosphate (SRP) analysis

The SRP concentrations were measured using the method as described above in I. Laboratory experiments.

#### Sample collections for nifH abundance and Trichodesmium ppnK gene transcription

To analyze *nifH* gene abundance, at most stations, 3–4 L (500 mL at station OA-5) of seawater from each one of the triplicate carboys was collected following the incubation by filtration under low vacuum pressure onto 47 mm 0.2 µm polycarbonate membrane filters (Millipore). At station OA-2, 4.5 L of the surface seawater was directly collected for *nifH* gene analysis without incubation. For *Trichodesmium ppnK* gene transcription analysis, 3–4 L of seawater was subsampled from the incubations at stations TM-3, TM-4, TM-5, OA-3, OA-4, and OA-5. All filters were flash-frozen in liquid nitrogen and kept at −80 °C until DNA/RNA extraction.

#### DNA extraction

To extract DNA, membrane filters were cut into pieces under sterile conditions and then placed in tubes containing 800 µL of sucrose lysis buffer (40 mM EDTA, 50 mM Tris–HCl, and 0.75 M sucrose) for beads beating with 0.1 mm and 0.5 mm glass beads. The cells were broken, agitated for 3 min inside a Fast Prep machine (MP Biomedicals, USA), and frozen in liquid nitrogen 3 times. 5 µL of lysozyme (100 mg mL^−1^) was then added and the sample was incubated for 1 h at 37 °C. After incubation, the lysates were transferred into a 2-mL Eppendorf tube. Proteins were digested by incubating with 1% sodium dodecyl sulfate (SDS) and proteinase K (250 µg mL^−1^) at 55 °C for 2 h, and were removed by centrifugation at 12,000×*g* for 20 min at 4 °C after being treated with an equal volume of phenol:chloroform:isoamyl alcohol (25:24:1) containing 5 M NaCl. As a result, the sample was separated into three layers. The top aqueous layer that contained genomic DNA was transferred into a new tube, added an equal volume of chloroform: isoamyl alcohol (24:1), and centrifuged at 12,000×*g* for 20 min at 4 °C. Genomic DNA was purified by precipitation with 100% isopropanol at −20 °C overnight, followed by washing with 70% ethanol and air-drying. The genomic DNA was then eluted into 50 µL TE buffer and stored at −20 °C.

#### RNA extraction and reverse transcription-PCR

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hildern, Germany) according to manufacturer instructions, with a minor modification to the cell disruption step. Briefly, RLT buffer with 1% of *β*-Mercaptoethanol and RNA-clean glass beads (0.1 mm diameter) were added and samples were vortexed with a Fast Prep machine (MP Biomedicals, USA). The resulting lysate was processed following the manufacturer’s instructions, including on-column DNase digestion (RNase-free DNase Kit, Qiagen), and then RNA was eluted in RNase-free water. The concentration of RNA was determined using the Qubit RNA HS Assay kit (Invitrogen). Reverse transcription was carried out using M-MLV reverse transcriptase in a 20 µL reaction volume containing 150 ng of random primers, 1 mM dNTP mix, and 10 mM DTT. Complimentary DNA (cDNA) was stored at −20 or −80 °C.

#### Cloning and sequencing

According to genome sequences of *T. erythraeum* IMS101 and *T. thiebautii* H9-4, the degenerate primers used to amplify the high-affinity phosphate binding protein gene *sphX* and the inorganic polyphosphate/ATP_NAD kinase gene *ppnk* from *Trichodesmium* species were designed (Supplementary Table 7). The *sphX* (783 bp) and *ppnK* (620 bp) genes were amplified from samples collected at stations TM-4 and TM-5. The amplified products were separated by gel electrophoresis, purified, and cloned for sequencing. Forty positive clones were sequenced for each gene from each station. The cloned sequences were aligned with the target gene sequence in *T. erythraeum* IMS101 and *T. thiebautii* H9-4 genomes using Mega software version 7.0 and were then used to generate a maximum-likelihood phylogenetic tree (Supplementary Fig. 5). The *sphX* and *ppnk* sequences produced in this study have been submitted to GenBank and are accessible through GenBank accession numbers MZ749754 – MZ749900.

#### Quantitative qPCR analysis

The clade-specific primers of housekeeping gene *rnpB* and the Tery-specific *sphX* primers were listed in Supplementary Table 7. According to our alignments, the clade-specific *ppnK* primers and the Tten-specific *sphX* primers were designed at the Genscript website and checked for validity using the Primer-Blast tool in NCBI (Supplementary Table 7). Standard curves for qPCR were constructed using cloned target DNA fragments. Briefly, cDNA amplicon of the genes of interest was PCR amplified, separated by gel electrophoresis, purified, and cloned. Sequenced plasmid DNA from positive clones was purified and quantified using the Qubit DNA HS Assay kit (Invitrogen). All qPCR reactions were carried out on a fluorescent quantitative instrument CFX 96 TOUCH (Bio-Rad, Singapore). A SYBR Green I master mix (Zhishan Biotech) was used for qPCR in 20 μL reactions containing ~5 μL of diluted cDNA template, 0.4 mM dNTPs, 200 nM of each primer, and 0.05 U Taq polymerase (Tiangen Biotech). The following PCR reactions program was applied: 95 °C for 3 min, followed by 39 cycles of 95 °C for 15 s, 60 °C for 30 s and 72 °C for 30 s. Using 10-fold increments, the standards corresponding to between 10^0^ and 10^9^ copies per well were amplified on the same 96-well plate as the cDNA generated from experimental materials. The amplification efficiencies of PCR were always between 90 and 95% with *R*^2^ values >0.99. The specificity of the qPCR reactions was confirmed by melting curve analysis, agarose gel electrophoresis, and sequencing analysis. Relative expression of target genes versus *rnpB* was calculated by dividing the copy numbers of the target gene by the copy numbers of *rnpB* quantified in the same sample.

#### nifH Abundance

The qPCR analysis was targeted on the *nifH* phylotypes of *Trichodesmium* spp., *Richelia* sp. (Het-1), unicellular cyanobacteria UCYN-A1, UCYN-A2 and UCYN-B, and a gamma-proteobacterium (γ-24774A11) using previously designed primers^59–61^. Probes were 5′-labeled with the fluorescent reporter FAM (6-carboxyfluorescein) and 3′-labeled with TAMRA (6-carboxytetramethylrhodamine) as a quenching dye. The *nifH* standards were obtained by cloning the environmental sequences from previous samples of the South China Sea. The DNA concentrations of *nifH* standards were determined by Quant-iTTM Picogreens® dsDNA Reagent and Kits (Invitrogen) using a Fluoroskan Ascent FL fluorescence microplate reader (Thermo Scientific). Quantitative PCR analysis was carried out as described previously^60^ with slight modifications. qPCR reactions were run in triplicate for each environmental DNA sample and each standard, using the following thermal cycle program: 50 °C for 2 min, 94 for 10 min, followed by 49 cycles of 95 °C for 15 s, 60 °C for 1 min. The 20 µL reactions contained environmental cDNA or standard (1 µL), forward and reverse primers, and probes. Standards corresponding to between 10^1^ and 10^9^ copies per well were amplified on the same 96-well plate. The copy numbers of the target genes in the environmental samples were calculated from the standard curve.

#### Statistical analysis

Statistical significance of differences between ambient and acidified treatments was tested both on data from each individual experiment and on data from all experiments by one-tailed paired Student’s *t*-test using SigmaPlot 12.5 (Systat Software, Inc.). A significance level of *p* < 0.05 was applied.

### Model estimations

#### Contribution to global oceanic N_2_ fixation by *Trichodesmium*

N_2_ fixation rate by each diazotrophic group was estimated by the product of *nifH*-based diazotrophs’ cell abundance and their cell-specific N_2_ fixation rate:

1 $${{{{{{\rm{N}}}}}}}_{2}\,{{{{{\rm{fixation}}}}}}\; {{{{{\rm{rate}}}}}}\; {{{{{\rm{of}}}}}}\; {{{{{\rm{individual}}}}}}\; {{{{{\rm{diazotrophic}}}}}}\; {{{{{\rm{group}}}}}}\,({{{{{\rm{fmol}}}}}}\; {{{{{\rm{N}}}}}}{{{{{{\rm{L}}}}}}}^{{{{{{\rm{-}}}}}}1}\,\,{{{{{{\rm{h}}}}}}}^{{{{{{\rm{-}}}}}}1})\,=\,{nif}{{H}}\; {{{{{\rm{abundance}}}}}}/\\ {{{{{\rm{conversion}}}}}}\; {{{{{\rm{factor}}}}}}\; {{{{{\rm{of}}}}}}{nif}{{H}}\; {{{{{\rm{copies}}}}}}\; {{{{{\rm{to}}}}}}\; {{{{{\rm{cell}}}}}}\; {{{{{\rm{count}}}}}}{{\times }}{{{{{\rm{cell}}}}}}\; {{{{{\rm{specific}}}}}}\,\,{{{{{{\rm{N}}}}}}}_{2}\,\,{{{{{\rm{fixation}}}}}}\; {{{{{\rm{rate}}}}}}$$

where *nifH* abundance = *nifH* gene copies L^−1^, conversion factor of *nifH* copies to cell count = *nifH* gene copies cell^−1^, and cell specific N_2_ fixation rate = fmol N cell^−1^ h^−1^.

We first used a machine learning algorithm (build in MATLAB_R2021a)—random forest—to estimate the *nifH* gene abundance of *Trichodesmium*, UCYN-A, UCYN-B (*Crocosphaera*), and *Richelia* (diatom-diazotroph associations) in the global ocean based on Tang and Cassar^42^. Briefly, field-observed volumetric *nifH* gene abundance was matched to contemporaneous, climatological, or modeled environmental predictors including temperature, salinity, dissolved oxygen, nitrate, phosphate, photosynthetically available radiation (PAR), and iron. Climatological temperature, salinity, dissolved oxygen, nitrate, and phosphate data were obtained from World Ocean Atlas 2018^62^. PAR was measured by SeaWiFS and MODIS satellites, and dissolved iron concentration in the global ocean was modeled by CESM2^63^. After training random forest models with these environmental properties (Supplementary Fig. 6), we estimated the volumetric *nifH* gene abundance of four diazotrophic groups in the global ocean using the environmental factors. The conversion factor of *nifH* copies to cell counts and the cell-specific N_2_ fixation rate were obtained from the existing literature for each diazotrophic group (Supplementary Table 8). Average values for each parameter were used in the rate estimate. N_2_ fixation was assumed to be active over 12 h daily. Overall, *Trichodesmium* accounts for approximately 35% of the global oceanic N_2_ fixation (Supplementary Fig. 7). We acknowledge the large uncertainties associated with our estimates due to the variation in parameters used in the calculation (e.g., variation in the conversion factor from *nifH* gene abundance to cell count^55,64^ and cell-specific N_2_ fixation rate^65^). Nevertheless, our estimated total contribution of *Trichodesmium* to the global oceanic N_2_ fixation, in particular its dominance in tropical and subtropical oceans, is generally within the range of the previous estimates^2,66,67^. More targeted observations on *Trichodesmium* will be required to better constrain its contribution to the global N_2_ fixation.

#### Effects of ocean acidification and P limitation on N_2_ fixation by Trichodesmium

We estimated changes in the global oceanic N_2_ fixation under the impacts of ocean acidification and/or P limitation by the end of 21st century under the representative concentration pathway (RCP) 8.5 emission scenario. The global oceanic N_2_ fixation was simulated using the biogeochemical elemental cycling (BEC) Model embedded in the Community Earth System Model version 1 (CESMv1)^68^, which has been described in detail previously^69,70^. Further calculations were conducted using code written with MATLAB_R2018b. As in most Earth system models, there is only one diazotrophic functional group representing all N_2_ fixers in BEC. Therefore, N_2_ fixation by *Trichodesmium* is calculated by multiplying the BEC-simulated N_2_ fixation by the estimated contribution of *Trichodesmium* (Supplementary Fig. 7). Note that impacts of acidification on N_2_ fixation were not represented in the BEC. An offline mode of BEC was then combined with our laboratory results to illustrate the potential magnitude of impacts of ocean acidification and/or P limitation on the global N_2_ fixation by *Trichodesmium*.

First, we estimated the impacts of ocean acidification without considering P-limitation. As shown in a previous study^8^, when P is not limiting ocean acidification only affects N_2_ fixation, not C biomass. Assuming N_2_ fixation rates declined linearly with [H^+^] in acidified waters, we interpolated and/or extrapolated impacts of ocean acidification based on the laboratory results and simulated pH for each model grid of CESMv1 from 2081 to 2100:

2 $${{{\rm {NF}}}}_{{{\rm {Tr}}}}^{{{\rm {oa}}}}={{\rm {NF}}}\times {R}_{{{\rm {Tr}}}}\times \left(100\%+{{\rm {oa}}}\times \frac{{\left[{{\rm {H}}}^{+}\right]}_{{\rm {s}}}-{\left[{{\rm {H}}}^{+}\right]}_{0}}{{\left[{{\rm {H}}}^{+}\right]}_{1}-{\left[{{\rm {H}}}^{+}\right]}_{0}}\right)$$

where $${{{\rm {NF}}}}_{{{\rm {Tr}}}}^{{{\rm {oa}}}}$$ is N_2_ fixation by *Trichodesmium* at simulated [H^+^] ($${\left[{{\rm {H}}}^{+}\right]}_{{\rm {s}}}$$) in the grid under the RCP 8.5 scenario, NF is the BEC-simulated N_2_ fixation, *R*_Tr_ is the contribution of *Trichodesmium* to N_2_ fixation (Supplementary Fig. 7), and oa of −18.4% is from a previous study^8^ in which C biomass-specific N_2_ fixation rate of *Trichodesmium* declined by 18.4% as seawater [H^+^] increased from $${\left[{{\rm {H}}}^{+}\right]}_{0}$$ (10^−8.01^) to $${\left[{{\rm {H}}}^{+}\right]}_{1}$$ (10^−7.81^) when P is not limiting (Supplementary Table 2). Meanwhile, the simulated climatology of *Trichodesmium* N_2_ fixation without ocean acidification impacts (i.e., $${{{\rm {NF}}}}_{{{\rm {Tr}}}}={{\rm {NF}}}\times {R}_{{{\rm {Tr}}}}$$) from 2081 to 2100 is used as the reference. Comparison of the integrated $${{{\rm {NF}}}}_{{{\rm {Tr}}}}^{{{\rm {oa}}}}$$ with the reference value, i.e., $$\sum {{{\rm {NF}}}}_{{{\rm {Tr}}}}^{{{\rm {oa}}}}-\sum {{{\rm {NF}}}}_{{{\rm {Tr}}}}$$, shows impacts of ocean acidification on the global N_2_ fixation by *Trichodesmium*.

Next, we estimated the impacts of ocean acidification on *Trichodesmium* with the synergistic impacts of P limitation being considered. Our laboratory experiments showed that ocean acidification affects both C biomass and N_2_ fixation under P limitation, which was taken into account in our estimations. The limitation strength of various nutrients was calculated in the BEC model, which can be used to identify waters in which *Trichodesmium* growth was limited by P availability. Since *Trichodesmium* can use both DIP and DOP for their growth in the model, both forms of P are considered in the limiting factor calculations based on Michaelis–Menten kinetics:

3 $${V}_{i}^{{{{{{{\rm{PO}}}}}}}_{4}}	=\frac{{{{{{{\rm{PO}}}}}}}_{4}/{K}_{i}^{{{{{{{\rm{PO}}}}}}}_{4}}}{1+{{{{{{\rm{PO}}}}}}}_{4}/{K}_{i}^{{{{{{{\rm{PO}}}}}}}_{4}}+{{{{{\rm{DOP}}}}}}/{K}_{i}^{{{{{{\rm{DOP}}}}}}}};\\ {V}_{i}^{{{{{{\rm{DOP}}}}}}}	=\frac{{{{{{\rm{DOP}}}}}}/{K}_{i}^{{{{{{\rm{DOP}}}}}}}}{1+{{{{{{\rm{PO}}}}}}}_{4}/{K}_{i}^{{{{{{{\rm{PO}}}}}}}_{4}}+{{{{{\rm{DOP}}}}}}/{K}_{i}^{{{{{{\rm{DOP}}}}}}}};{{{{{\rm{and}}}}}}\\ {V}_{i}^{{\rm {P}}}	={V}_{i}^{{{{{{{\rm{PO}}}}}}}_{4}}+{V}_{i}^{{{{{{\rm{DOP}}}}}}}.$$

where $${V}_{i}^{{\rm {P}}}$$ is the limiting factor for P, and $${K}_{i}^{{{{{{{\rm{PO}}}}}}}_{4}}$$ is about 5 times lower than $${K}_{i}^{{{{{{\rm{DOP}}}}}}}$$, representing that phosphate is a more preferred P source than DOP. The additional impacts of P limitation were then only applied to *Trichodesmium* in these P-limiting regions, while the impacts of acidification in P-replete waters were calculated similarly as in Eq. (2). Under P limitation, we assumed C biomass and N_2_ fixation rate decreased linearly with [H^+^] based on our laboratory data:

4 $${{{\rm {NF}}}}_{{{\rm {Tr}}}}^{{{\rm {oap}}}} 	={{\rm {NF}}}\times {R}_{{{\rm {Tr}}}}\times \left (100\%+{{{\rm {oap}}}}_{{\rm {C}}}\times \frac{{\left[{{{\rm{H}}}}^{+}\right]}_{{\rm {s}}}-{\left[{{{\rm{H}}}}^{+}\right]}_{0}}{{\left[{{{\rm{H}}}}^{+}\right]}_{1}-{\left[{{{\rm{H}}}}^{+}\right]}_{0}}\right)\\ 	 \times \left (100\%+{{{\rm {oap}}}}_{N}\times \frac{{\left[{{{\rm{H}}}}^{+}\right]}_{{\rm {s}}}-{\left[{{{\rm{H}}}}^{+}\right]}_{0}}{{\left[{{{\rm{H}}}}^{+}\right]}_{1}-{\left[{{{\rm{H}}}}^{+}\right]}_{0}}\right)$$

where oap_C_ and oap_N_ were set to −39.2% and −10.1%, respectively, based on our laboratory results in which C biomass (i.e., POC:POP) and C biomass-specific N_2_ fixation rate of P-limited *Trichodesmium* decreased by 39.2% and 10.1%, respectively, under acidified conditions (Supplementary Table 2). The synergistic interaction of acidification and P limitation on the global N_2_ fixation was calculated by $$\sum {{{\rm {NF}}}}_{{{\rm {Tr}}}}^{{{\rm {oap}}}}-\sum {{{\rm {NF}}}}_{{{\rm {Tr}}}}$$.

The large-scale effects of ocean acidification and P limitation on *Trichodesmium* N_2_ fixation illustrated here are first-order estimates largely representing their relative strength in different oceanic regions. Uncertainties existed in our estimates due to the assumption of a linear function and an offline calculation. However, simulations with explicit representations of various diazotrophic groups and their responses to acidification in Earth system models are not feasible without further laboratory results to provide key information for model developments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Source data are provided with this paper. The RNA-seq and DNA sequencing datasets generated in this study have been deposited in NCBI’s Gene Expression Omnibus (GSE181428) and GenBank (MZ749754–MZ749900), respectively. The reference genome of *T. erythraeum* IMS101 is available in NCBI under accession code NC_008312.1. Contemporaneous, climatological, or modeled environmental data are available at World Ocean Atlas 2018 (https://accession.nodc.noaa.gov/NCEI-WOA18). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Phosphate limitation intensifies negative effects of ocean acidification on globally important nitrogen fixing cyanobacterium
**Source:** Nat Commun. 2022 Nov 8;13:6730. doi: 10.1038/s41467-022-34586-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Phosphate limitation intensifies negative effects of ocean acidification on globally important nitrogen fixing cyanobacterium**

Futing Zhang<sup>1#†</sup>, Zuozhu Wen<sup>1#</sup>, Shanlin Wang<sup>1</sup>, Weiyi Tang<sup>2</sup>, Ya-Wei Luo<sup>1</sup>, Sven A. Kranz<sup>3</sup>,  
Haizheng Hong<sup>1\*</sup>, Dalin Shi<sup>1\*</sup>

#These authors contributed equally to this work.

**Supplementary Table 1.** Carbonate chemistry of the P-limited chemostat culture experiments. Alkalinity and  $p\text{CO}_2$  were calculated based on measurements of  $\text{pH}_\text{T}$  and DIC, using carbonic acid dissociation constants of Mehrbach *et al.* <sup>1</sup> that were refit in different functional forms by Dickson and Millero <sup>2</sup>. Errors denote 1 standard deviation ( $n = 3$ ). Source data are provided as a Source Data file.

| <b>Treatment</b> | <b><math>\text{pH}_\text{T}</math></b> | <b>DIC<br/>(<math>\mu\text{mol kg}^{-1}</math>)</b> | <b>Alkalinity<br/>(<math>\mu\text{mol kg}^{-1}</math>)</b> | <b><math>p\text{CO}_2</math><br/>(<math>\mu\text{atm}</math>)</b> |
|------------------|----------------------------------------|-----------------------------------------------------|------------------------------------------------------------|-------------------------------------------------------------------|
| Ambient          | $8.01 \pm 0.01$                        | $1957 \pm 4$                                        | $2234 \pm 7$                                               | $430 \pm 5$                                                       |
| Acidified        | $7.81 \pm 0.01$                        | $2074 \pm 2$                                        | $2254 \pm 4$                                               | $746 \pm 8$                                                       |

**Supplementary Table 2.** POC:POP and PON:POP ratios, C and N<sub>2</sub> fixation rates, cell length and width, and P content in lipid, DNA and RNA of P-limited *T. erythraeum* under ambient and acidified conditions. Errors denote 1 standard deviation (n = 3 biologically independent samples), and asterisks denote significant changes under acidified conditions compared with ambient conditions ( $p < 0.01$ , two-tailed paired Student's t-test). Source data are provided as a Source Data file.

| Parameters                                                                              | Ambient                         | Acidified                       |
|-----------------------------------------------------------------------------------------|---------------------------------|---------------------------------|
| POC:POP (mol:mol)                                                                       | 332 ± 4                         | 202 ± 14*                       |
| PON:POP (mol:mol)                                                                       | 48 ± 2 (20) <sup>a</sup>        | 31 ± 1* (19) <sup>a</sup>       |
| C fixation rate (mol C mol P <sup>-1</sup> h <sup>-1</sup> )                            | 5.88 ± 0.44                     | 3.77 ± 0.58*                    |
| C fixation rate (mmol C mol C <sup>-1</sup> h <sup>-1</sup> ) <sup>a</sup>              | 17.7 ± 1.2                      | 18.9 ± 3.9                      |
| N <sub>2</sub> fixation rate (mol N mol P <sup>-1</sup> h <sup>-1</sup> )               | 0.31 ± 0.02                     | 0.17 ± 0.03*                    |
| N <sub>2</sub> fixation rate (mmol N mol C <sup>-1</sup> h <sup>-1</sup> )              | 0.95 ± 0.08 (1.83) <sup>b</sup> | 0.85 ± 0.20 (1.50) <sup>b</sup> |
| N <sub>2</sub> fixation rate (mmol N mol N <sup>-1</sup> h <sup>-1</sup> ) <sup>a</sup> | 6.50 ± 0.23                     | 5.48 ± 0.92                     |
| Cell length (μm)                                                                        | 6.59 ± 0.72                     | 5.67 ± 0.50                     |
| Cell width (μm)                                                                         | 7.11 ± 0.44                     | 6.40 ± 0.50                     |
| Lipid (fmol P cell <sup>-1</sup> )                                                      | 1.75 ± 0.12                     | 1.27 ± 0.18                     |
| DNA (fmol P cell <sup>-1</sup> )                                                        | 2.6                             | 2.6                             |
| RNA (fmol P cell <sup>-1</sup> )                                                        | 1.45 ± 0.18                     | 1.29 ± 0.31                     |

<sup>a</sup> C-specific C fixation rate and N-specific N<sub>2</sub> fixation rate were calculated by dividing cell number-normalized C and N<sub>2</sub> fixation rates by POC and PON, respectively.

<sup>b</sup> Values in brackets are obtained with *T. erythraeum* cultured under P-replete conditions in a previous study<sup>3</sup>.

**Supplementary Table 3.** Estimated contribution of  $\text{PO}_4^{3-}$  provided to cellular POP of steady-state P-limited *T. erythraeum* cultured in chemostats under ambient and acidified conditions.

| Treatment   | Flow rate<br>( $\text{mL d}^{-1}$ ) | Stock<br>[ $\text{PO}_4^{3-}$ ]<br>( $\mu\text{M}$ ) | $\text{PO}_4^{3-}$<br>provided<br>( $\mu\text{mol P d}^{-1}$ ) | Cell<br>density<br>( $\times 10^4$ cell<br>$\text{mL}^{-1}$ ) | Cells in<br>outflow<br>( $\times 10^7$<br>cell $\text{d}^{-1}$ ) | POP<br>( $\text{fmol cell}^{-1}$ ) | POP in<br>outflow cells<br>( $\mu\text{mol P d}^{-1}$ ) | Contribution of<br>$\text{PO}_4^{3-}$ provided<br>to POP (%) |
|-------------|-------------------------------------|------------------------------------------------------|----------------------------------------------------------------|---------------------------------------------------------------|------------------------------------------------------------------|------------------------------------|---------------------------------------------------------|--------------------------------------------------------------|
| Ambient-A   | 300                                 | 1.2                                                  | 0.36                                                           | 5.31                                                          | 1.59                                                             | 23.5                               | 0.374                                                   | 96                                                           |
| Ambient-B   | 300                                 | 1.2                                                  | 0.36                                                           | 4.92                                                          | 1.48                                                             | 24.6                               | 0.363                                                   | 99                                                           |
| Ambient-C   | 300                                 | 1.2                                                  | 0.36                                                           | 5.10                                                          | 1.53                                                             | 24.8                               | 0.379                                                   | 95                                                           |
| Acidified-A | 300                                 | 1.2                                                  | 0.36                                                           | 4.03                                                          | 1.21                                                             | 31.1                               | 0.376                                                   | 96                                                           |
| Acidified-B | 300                                 | 1.2                                                  | 0.36                                                           | 4.18                                                          | 1.25                                                             | 30.5                               | 0.382                                                   | 94                                                           |
| Acidified-C | 300                                 | 1.2                                                  | 0.36                                                           | 4.06                                                          | 1.22                                                             | 31.7                               | 0.386                                                   | 93                                                           |

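The table rests on the same 6 libraries as the deposited FPKM, through a fit on counts with its own normalization. Its first column of numbers is a log2 ratio of acidified over ambient, so that values below 0 are genes with lower transcripts under acidified conditions. The errors beside them belong to the fitted ratio and are not the SD between cultures. For Tery_1770 the SD between cultures of the log2 values from the FPKM, pooled over both conditions, was 0.21, and for atpE 0.22, against 0.08 for atpH and 0.06 for Tery_0625. Among the matched genes, 24 to 94594 fragments per gene and library lie behind the values, with the fewest for Tery_4204 and the most for nifH.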

**Supplementary Table 4.** Transcriptomic analysis of gene transcription of NAD kinase, proteins involved in Chla synthesis, PSI and ATP synthesis, plasma membrane transporters, enzymes catalyzing polyP synthesis and hydrolysis, and nitrogenase proteins of P-limited *T. erythraeum*. Data are mean of three biological replicates. lfcSE, standard error of the Log<sub>2</sub> Fold change; *p*-value was obtained using the DESeq2 R package and adjusted using the Benjamini and Hochberg's approach; % change =  $[2^{\text{Log}_2 \text{Fold change}} - 1] \times 100$ . NA: not available.

| Functions                    | Gene name        | Log <sub>2</sub> Fold change | lfcSE | <i>p</i> -value | % change | Gene description                                          |
|------------------------------|------------------|------------------------------|-------|-----------------|----------|-----------------------------------------------------------|
| NAD kinase                   | <i>Tery_1770</i> | -0.417                       | 0.129 | 0.009           | -25      | NAD(+) kinase                                             |
|                              | <i>Tery_3163</i> | -0.175                       | 0.108 | 0.348           | -11      | NAD(+) kinase                                             |
| Chla synthesis               | <i>hemE</i>      | -0.254                       | 0.110 | 0.133           | -16      | uroporphyrinogen decarboxylase                            |
|                              | <i>hemN</i>      | -0.461                       | 0.146 | 0.008           | -27      | coproporphyrinogen III oxidase                            |
|                              | <i>hemY</i>      | -0.284                       | 0.125 | 0.130           | -18      | protoporphyrinogen oxidase                                |
|                              | <i>chlI</i>      | -0.332                       | 0.149 | 0.115           | -21      | magnesium chelatase                                       |
|                              | <i>chlB</i>      | -0.376                       | 0.137 | 0.038           | -23      | light-independent protochlorophyllide reductase subunit B |
| PSI complex                  | <i>psaD</i>      | -0.374                       | 0.090 | 0.001           | -23      | photosystem I protein PsaD                                |
|                              | <i>psaE</i>      | -0.234                       | 0.094 | 0.112           | -15      | photosystem I reaction center subunit IV                  |
|                              | <i>psaI</i>      | -0.247                       | 0.110 | 0.145           | -16      | photosystem I reaction center subunit VIII                |
| ATP synthesis                | <i>atpH</i>      | -0.293                       | 0.095 | 0.049           | -18      | ATP synthase F1, delta subunit                            |
|                              | <i>atpF</i>      | -0.283                       | 0.094 | 0.035           | -18      | ATP synthase F0, B subunit                                |
|                              | <i>atpG</i>      | -0.238                       | 0.110 | 0.168           | -15      | ATP synthase subunit b'                                   |
|                              | <i>atpE</i>      | -0.413                       | 0.127 | 0.009           | -25      | ATP synthase F0, C subunit                                |
|                              | <i>atpB</i>      | -0.247                       | 0.098 | 0.099           | -16      | ATP synthase F0, A subunit                                |
| Plasma membrane transporters | <i>tery_0625</i> | 0.566                        | 0.175 | 0.002           | 57       | ABC transporter ATP-binding protein                       |
|                              | <i>tery_4204</i> | 0.404                        | 0.311 | NA              | 40       | K <sup>+</sup> channel, inward rectifier, region 2        |
|                              | <i>tery_2691</i> | 0.433                        | 0.232 | 0.099           | 43       | polysaccharide export protein                             |
|                              | <i>tery_4422</i> | 0.291                        | 0.182 | 0.261           | 29       | C4-dicarboxylate ABC transporter                          |

|                         |             |        |       |       |    |                                                 |
|-------------------------|-------------|--------|-------|-------|----|-------------------------------------------------|
| polyP synthesis         | <i>ppkI</i> | -0.127 | 0.138 | 0.611 | -8 | polyphosphate kinase                            |
| and hydrolysis          | <i>ppx</i>  | 0.081  | 0.107 | 0.719 | 6  | exopolyphosphatase                              |
| N <sub>2</sub> fixation | <i>nifB</i> | 0.423  | 0.113 | 0.018 | 34 | nitrogenase cofactor biosynthesis protein NifB  |
|                         | <i>nifH</i> | 0.330  | 0.150 | 0.121 | 26 | nitrogenase iron protein                        |
|                         | <i>nifW</i> | 0.279  | 0.094 | 0.038 | 21 | nitrogenase-stabilizing/protective protein NifW |

---

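The ratio to *ftsZ* used for RT-qPCR can be formed from the FPKM of the sequenced cultures. As a ratio to the FPKM of *ftsZ* in the same library, Tery_1770 changed by -26.7% under acidified conditions (SD between the acidified cultures 11.2% of the ambient mean, n = 3), and Tery_3163 by -10.8% (SD 4.58%). The paper's RT-qPCR value for *ppnk* is -36%, and the paper, which uses this name for both genes, does not say which of them its primers target. For atpH the ratio changed by -18.6% (SD 2.82%), beside the paper's -22%, and for atpE by -26.4% (SD 12.8%), beside the paper's -27%. On the same scale, the SD between the paper's acidified cultures is 13.5% for *ppnk*, 19.7% for atpH and 31.1% for atpE. The paper marks the change of *ppnk* as significant, but not those of atpH and atpE. Whether the RT-qPCR used RNA from the cultures that were sequenced is not given in the sources used here.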

**Supplementary Table 5.** RT-qPCR analysis of gene transcription of NAD kinase and proteins involved in Chla synthesis and ATP synthesis of P-limited *T. erythraeum*. Data are ratios of copy numbers of the target gene mRNA to *ftsZ* mRNA. Errors denote 1 standard deviation (n = 3 biologically independent samples), and asterisks denote significant changes under acidified conditions compared with ambient conditions ( $p < 0.05$ , two-tailed paired Student's t-test). % change = [(acidified normalized to ambient condition) – 1] × 100. Source data are provided as a Source Data file.

| Functions      | Genes       | Treatment | mRNA ratio     | % Change | Gene description                                          |
|----------------|-------------|-----------|----------------|----------|-----------------------------------------------------------|
| NAD kinase     | <i>ppnk</i> | Ambient   | 0.274 ± 0.022  |          | NAD(+) kinase                                             |
|                |             | Acidified | 0.175 ± 0.037* | -36      |                                                           |
| Chla synthesis | <i>hemN</i> | Ambient   | 2.449 ± 0.220  |          | coproporphyrinogen III oxidase                            |
|                |             | Acidified | 1.925 ± 0.078* | -21      |                                                           |
|                | <i>hemY</i> | Ambient   | 0.672 ± 0.019  |          | protoporphyrinogen oxidase                                |
|                |             | Acidified | 0.460 ± 0.113* | -31      |                                                           |
|                | <i>chlI</i> | Ambient   | 0.078 ± 0.018  |          | magnesium chelatase                                       |
|                |             | Acidified | 0.057 ± 0.029  | -27      |                                                           |
|                | <i>chlB</i> | Ambient   | 0.043 ± 0.008  |          | light-independent protochlorophyllide reductase subunit B |
|                |             | Acidified | 0.026 ± 0.015  | -40      |                                                           |
| ATP synthesis  | <i>atpH</i> | Ambient   | 8.616 ± 0.686  |          | ATP synthase F1, delta subunit                            |
|                |             | Acidified | 6.763 ± 1.698  | -22      |                                                           |
|                | <i>atpE</i> | Ambient   | 7.562 ± 0.217  |          | ATP synthase F0, C subunit                                |
|                |             | Acidified | 5.533 ± 2.354  | -27      |                                                           |

**Supplementary Table 6.** Carbonate chemistry and the average SRP concentration of the incubation experiments conducted at 7 stations in the NSCS. Errors denote SD (n = 3). ND: no data. Source data are provided as a Source Data file.

| Date      | Station | Treatment | pH <sub>T</sub> | DIC<br>(μmol kg <sup>-1</sup> ) | Alkalinity<br>(μmol kg <sup>-1</sup> ) | pCO <sub>2</sub><br>(μatm) | SRP<br>(nmol L <sup>-1</sup> ) |
|-----------|---------|-----------|-----------------|---------------------------------|----------------------------------------|----------------------------|--------------------------------|
| May 2016  | OA-2    | Ambient   | 7.88 ± 0.01     | 2025 ± 9                        | 2263 ± 10                              | 560 ± 3                    | 22                             |
|           |         | Acidified | 7.81 ± 0.00     | 2073 ± 45                       | 2259 ± 48                              | 750 ± 16                   | 18                             |
| July 2017 | OA-3    | Ambient   | 7.96 ± 0.02     | 1959 ± 10                       | 2212 ± 16                              | 496 ± 20                   | 32                             |
|           |         | Acidified | 7.86 ± 0.02     | 1957 ± 5                        | 2159 ± 17                              | 628 ± 34                   | 35                             |
| July 2017 | OA-4    | Ambient   | 7.97 ± 0.01     | 1959 ± 4                        | 2218 ± 4                               | 483 ± 14                   | ND                             |
|           |         | Acidified | 7.83 ± 0.01     | 1989 ± 4                        | 2177 ± 1                               | 701 ± 19                   | ND                             |
| June 2018 | OA-5    | Ambient   | 8.01 ± 0.01     | 1938 ± 5                        | 2234 ± 5                               | 406 ± 8                    | 16                             |
|           |         | Acidified | 7.81 ± 0.01     | 1909 ± 6                        | 2089 ± 9                               | 675 ± 17                   | 16                             |
| July 2017 | TM-3    | Ambient   | 8.05 ± 0.01     | 1954 ± 9                        | 2262 ± 6                               | 395 ± 9                    | 30                             |
|           |         | Acidified | 7.85 ± 0.00     | 1974 ± 7                        | 2172 ± 8                               | 649 ± 4                    | 21                             |
| Aug 2018  | TM-4    | Ambient   | 8.08 ± 0.02     | 1936 ± 15                       | 2224 ± 28                              | 432 ± 21                   | 19                             |
|           |         | Acidified | 7.85 ± 0.01     | 2079 ± 17                       | 2260 ± 17                              | 790 ± 15                   | 10                             |
| Aug 2018  | TM-5    | Ambient   | 8.07 ± 0.00     | 1922 ± 2                        | 2208 ± 4                               | 427 ± 3                    | 19                             |
|           |         | Acidified | 7.82 ± 0.00     | 2070 ± 10                       | 2243 ± 9                               | 819 ± 11                   | 16                             |

**Supplementary Table 7.** Primers used in sequencing and qPCR analysis of laboratory and/or field experiments.

| Gene name                                          | 5' primer (5'-3')        | 3' primer (5'-3')        | Target size (bp) |
|----------------------------------------------------|--------------------------|--------------------------|------------------|
| <b>qPCR primers for the laboratory experiments</b> |                          |                          |                  |
| <i>phnD1/ptxA</i>                                  | TGGTGGACAACAACAACGAG     | AAGCCCCAATTCTATCTTCTTGAC | 158              |
| <i>phnC1/ptxB</i>                                  | GCGATCAAGCTTCTACTTCTAGTC | CATTGGCAACAGCAATAGCAAC   | 132              |
| <i>phnE1/ptxC</i>                                  | GCTGCTCGCAATACTACTCCT    | ATACCCCAGGAAGTGTGCC      | 139              |
| <i>ptxD</i>                                        | CCCGACTTATTAGCAGCACC     | AGCTTTTCCTAATTTTCCCATCCC | 189              |
| <i>atpH</i>                                        | GCAGAAAGTGACCTCCACAGT    | TGATGCCAATACGACGCAGT     | 199              |
| <i>atpE</i>                                        | GTTGTTGCTGCTGCCTTAGC     | GCTTCCATAAATGCCAAGCTCA   | 158              |
| <i>hemN</i>                                        | ATGGGTGCAGCCAGCTATTT     | CCTTGTGCCAAGCGAAATCC     | 176              |
| <i>hemY</i>                                        | TTGGTGGTGGACTTTTGGCT     | GACGAAGACCCACGAGAGAC     | 201              |
| <i>chlI</i>                                        | CCCCTGGTAGTGGAAGAAACC    | CCGATGCCGAATGATGAGGA     | 174              |
| <i>chlB</i>                                        | TGTGGTGGAAACTGCTCGTT     | CATTTCCCGCGCCAAAATCT     | 226              |
| <i>ppnK</i>                                        | TTGCGTTAAACCTGCTTCTGC    | CAATAGGGCGGCTCGAAAGA     | 224              |
| <i>ftsZ</i>                                        | TTAACTCTCTCACGCGCTCC     | CACCCACCGTCAAAGAACCT     | 298              |
| <b>PCR primers for the field experiments</b>       |                          |                          |                  |
| <i>sphX</i> degenerate                             | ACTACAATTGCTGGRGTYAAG    | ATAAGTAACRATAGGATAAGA    | ~807             |
| <i>ppnK</i> degenerate                             | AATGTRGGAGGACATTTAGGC    | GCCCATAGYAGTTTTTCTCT     | ~620             |
| <b>qPCR primers for the field experiments</b>      |                          |                          |                  |
| <i>rnpB</i> (Tten) <sup>4</sup>                    | GAATCTATGAACGCAACGGAAC   | ACCAGCAGTGTCGTGAGG       | 102              |
| <i>rnpB</i> (Tery) <sup>4</sup>                    | ACCAACCATTGTTCCCTTCG     | CAAGCCTGCTGGATAACG       | 199              |
| <i>sphX</i> (Tten)                                 | AGTGGCCAGTGGGTATTGGT     | CCAAGGCTGCAGTTTCCAGT     | 129              |
| <i>sphX</i> (Tery)                                 | CAGTTGGTAGTGGTGCTGG      | CTTCAGGTCGGATATACCTGG    | 179              |
| <i>ppnK</i> (Tten)                                 | CGTTAAACCCGCTTCTGCTG     | CCTGCTCCTGTAAAGGCCAA     | 269              |
| <i>ppnK</i> (Tery)                                 | TTGCGTTAAACCTGCTTCTGC    | CAATAGGGCGGCTCGAAAGA     | 224              |

**Supplementary Table 8.** Parameters used to estimate N<sub>2</sub> fixation rate of *Trichodesmium*, UCYN-A, UCYN-B and *Richelia*.

| <b>Diazotrophs</b>   | <b>Parameters</b>                                   | <b>Average <math>\pm</math> SD<br/>and/or range</b> | <b>References</b> |
|----------------------|-----------------------------------------------------|-----------------------------------------------------|-------------------|
| <i>Trichodesmium</i> | Conversion factor of <i>nifH</i>                    | 22 $\pm$ 33 (1-120)                                 | (5)               |
|                      | gene copies to cell count<br>(gene copies per cell) | 130 $\pm$ 239 (1.4-1405)                            | (6)               |
|                      | Cell specific N <sub>2</sub> fixation rate          | 21 $\pm$ 17 (2-50)                                  | (7)               |
|                      | (fmol cell <sup>-1</sup> h <sup>-1</sup> )          | 12 $\pm$ 3 (3-25)                                   | (8)               |
|                      |                                                     |                                                     |                   |
| UCYN-A               | Conversion factor of <i>nifH</i>                    | 1                                                   | (9)               |
|                      | gene copies to cell count<br>(gene copies per cell) |                                                     |                   |
|                      | Cell specific N <sub>2</sub> fixation rate          | 10 (1-18)                                           | (10)              |
|                      | (fmol cell <sup>-1</sup> h <sup>-1</sup> )          |                                                     |                   |
| <i>Crocospaera</i>   | Conversion factor of <i>nifH</i>                    | 1                                                   | (11)              |
|                      | gene copies to cell count<br>(gene copies per cell) |                                                     |                   |
|                      | Cell specific N <sub>2</sub> fixation rate          | 5 (0.1-135)                                         | (12, 13)          |
|                      | (fmol cell <sup>-1</sup> h <sup>-1</sup> )          |                                                     |                   |
| <i>Richelia</i>      | Conversion factor of <i>nifH</i>                    | 542 $\pm$ 811                                       | (6)               |
|                      | gene copies to cell count<br>(gene copies per cell) |                                                     |                   |
|                      | Cell specific N <sub>2</sub> fixation rate          | 20.4 (1.15–71.5)                                    | (14)              |
|                      | (fmol cell <sup>-1</sup> h <sup>-1</sup> )          |                                                     |                   |

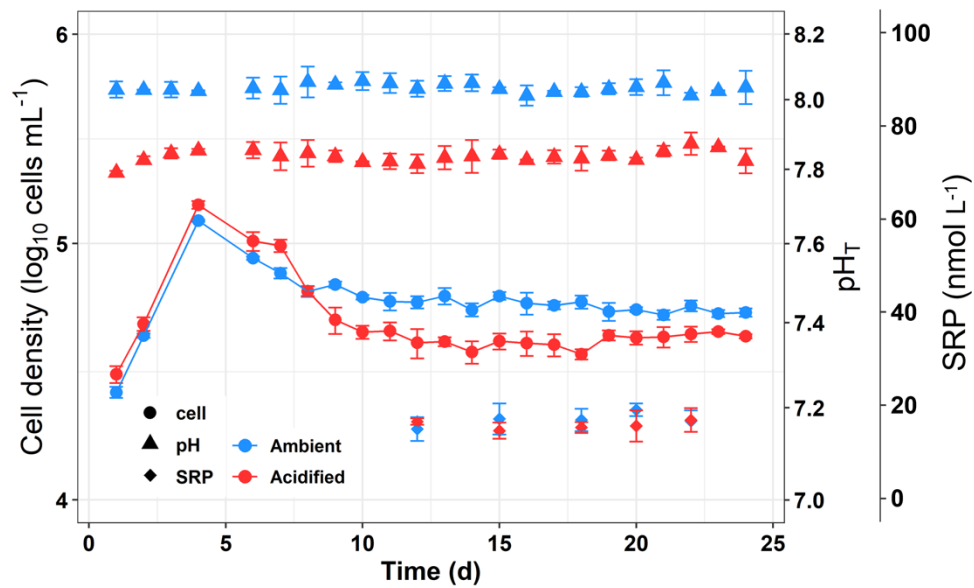

**Supplementary Figure 1.** Cell density, and medium pH and SRP concentration in the chemostat cultures of P-limited *T. erythraeum* under ambient and acidified conditions. Data are presented as mean values  $\pm$  SD ( $n = 3$  biologically independent samples). Source data are provided as a Source Data file.

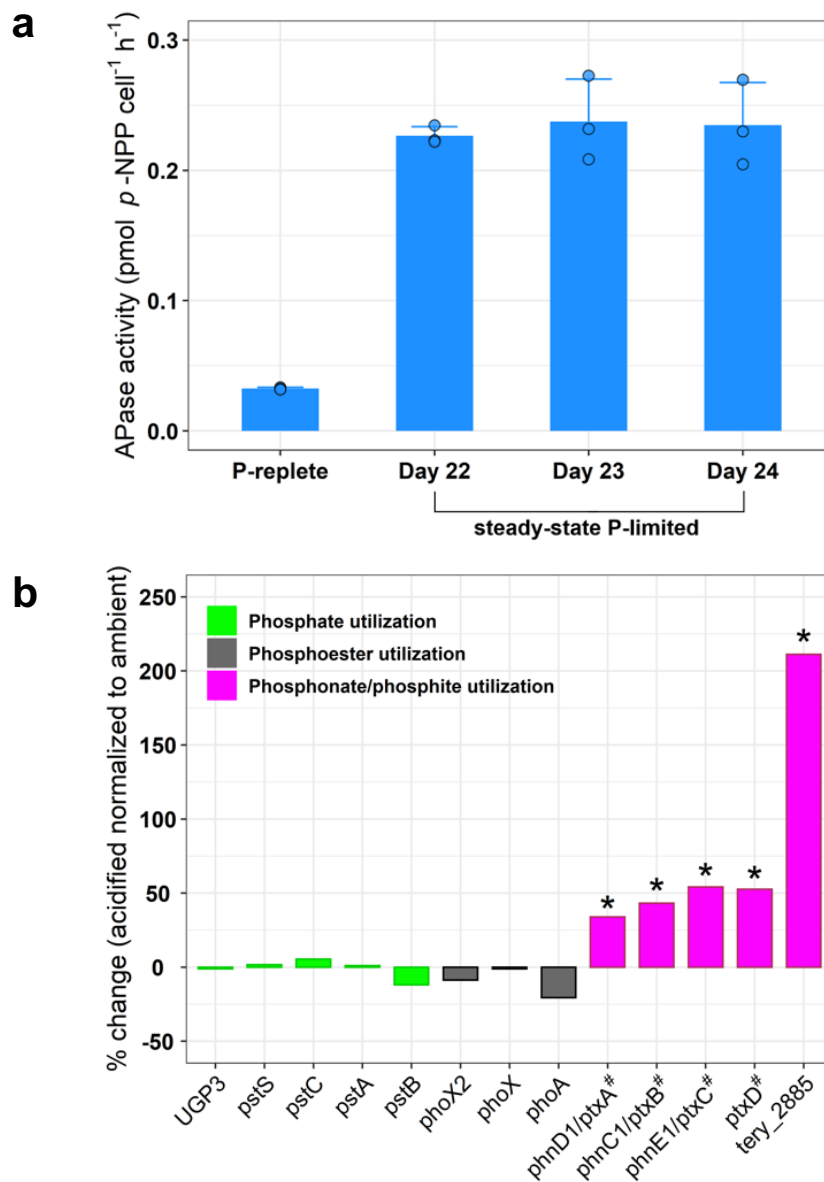

**Supplementary Figure 2.** (a) Activity of alkaline phosphatase of *T. erythraeum* grown under P-replete conditions (growth rate = 0.54 day<sup>-1</sup>, samples from a previous study <sup>3</sup>) and under steady-state P-limited conditions in chemostats (growth rate = 0.2 day<sup>-1</sup>). Data are presented as mean values  $\pm$  SD (n = 3 biologically independent samples), and dots are corresponding data points of the replicates. (b) Percentage change (acidified normalized to ambient condition) of gene transcription of proteins involved in the utilization of phosphate, phosphoester, phosphonate and phosphite in P-limited *T. erythraeum*. Asterisks (\*) denote significant changes ( $p < 0.05$ ) under

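The percentage changes can also be taken directly from the mean FPKM of 3 acidified over 3 ambient cultures, without the log2 scale and its pseudocount. On this scale Tery_2885 changed by 299% (SD between the acidified cultures 8.66% of the ambient mean), phnE Tery_0367 by 66.7%, phnC Tery_0365 by 54.4% and phnD Tery_0366 by 47.5%. Among the phosphate transporter genes, pstC changed by 5.71% (SD 16.3%), pstA by 0.414% (SD 1.23%) and pstB by -13.9% (SD 14.5%), each within the spread between cultures.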

acidified conditions compared with ambient conditions (differential expression was analyzed using the DESeq2 R package and the  $p$ -values were adjusted using the Benjamini and Hochberg's approach). Pound (#) denote RT-qPCR analysis data and were analyzed using two-tailed paired Student's  $t$ -test. Source data are provided as a Source Data file.

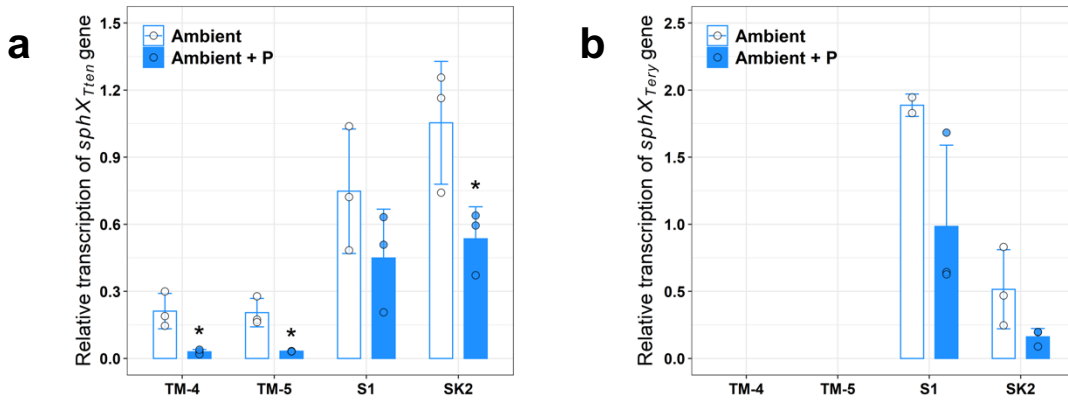

**Supplementary Figure 3.** Relative transcription of the P-limited biomarker gene *sphX* in *Trichodesmium* clades Tten (a) and Tery (b) collected from stations TM-4, TM-5, S1 and SK2 in the northern South China Sea. Down-regulated *sphX* gene expression in response to  $\text{PO}_4^{3-}$  addition (100 nM) indicates that the natural *Trichodesmium* populations in the study region were P-limited. Data are presented as mean values  $\pm$  SD ( $n = 2$  or 3 biologically independent samples), and dots are corresponding data points of the replicates. Asterisks denote significant changes ( $p < 0.05$ ) with  $\text{PO}_4^{3-}$  addition (one-tailed paired Student's t-test). Source data are provided as a Source Data file.

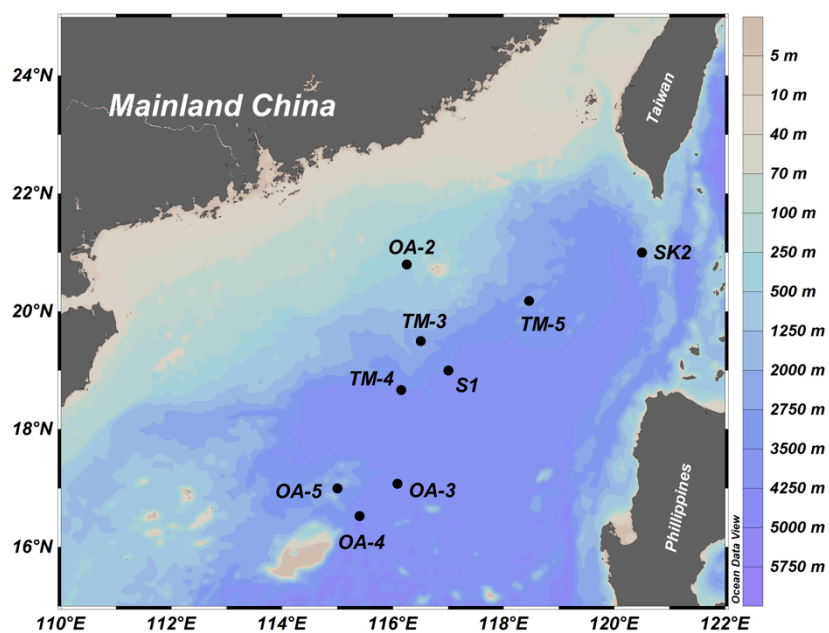

**Supplementary Figure 4.** Stations where  $\text{PO}_4^{3-}$  amendment (TM-4, TM-5, S1 and SK2) and ocean acidification (TM-3 to TM-5 and OA-2 to OA-5) experiments were conducted in the northern South China Sea. The map was produced using Ocean Data View 5.

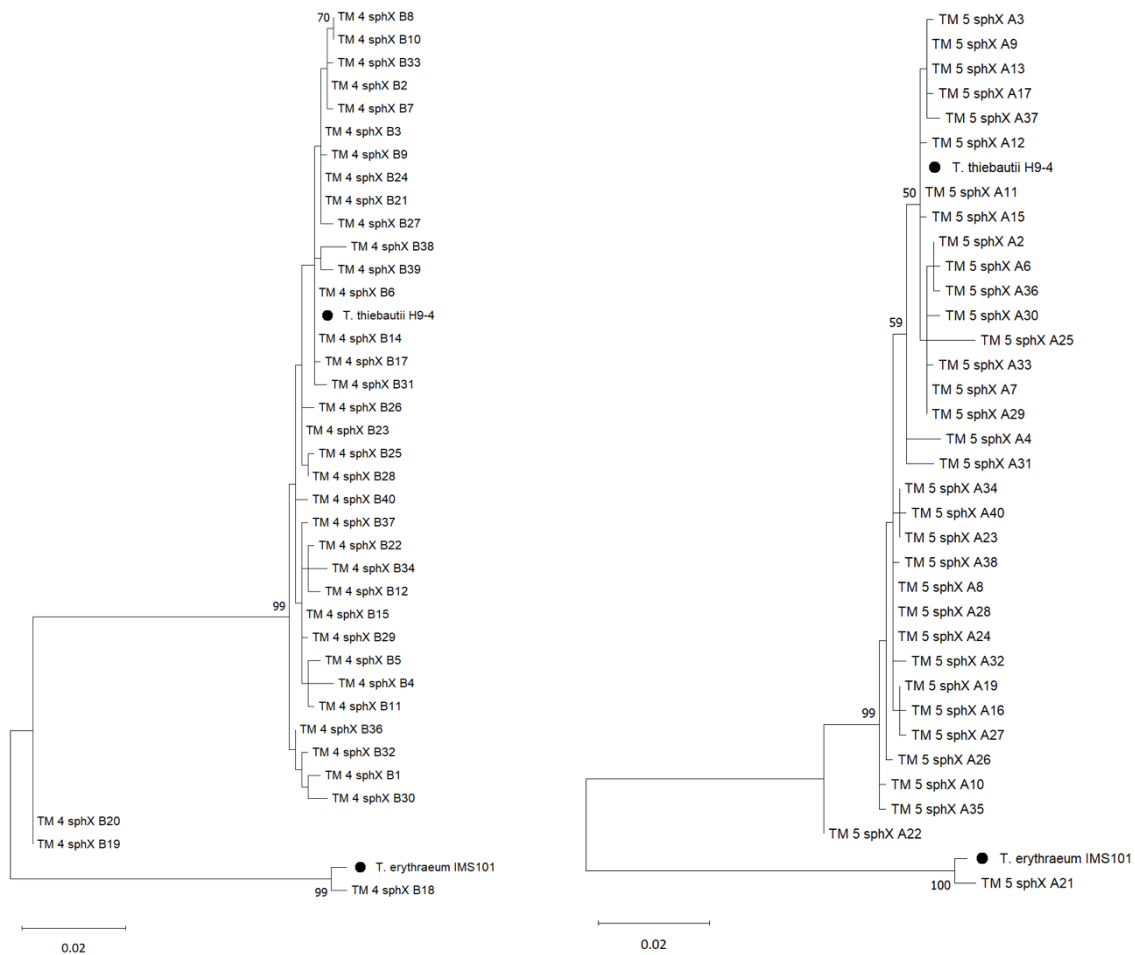

**Supplementary Figure 5.** Maximum likelihood phylogenetic tree of *Trichodesmium* spp. partial *sphX* nucleotide sequences (807 bp), constructed using clones of *Trichodesmium sphX* PCR products from stations TM-4 and TM-5 and of *T. erythraeum* IMS101 and *T. thiebautii* H9-4 *sphX* sequences in Genbank. Phylogenetic analysis was conducted in MEGA-X with the Hasegawa-Kishino-Yano model (1985) and 1000 bootstrap replicates. Bootstrap values < 50 were removed from the tree. Black dots denote *T. erythraeum* IMS101 (Tery\_3534) and *T. thiebautii* H9-4 *sphX* sequences from genome in Genbank.

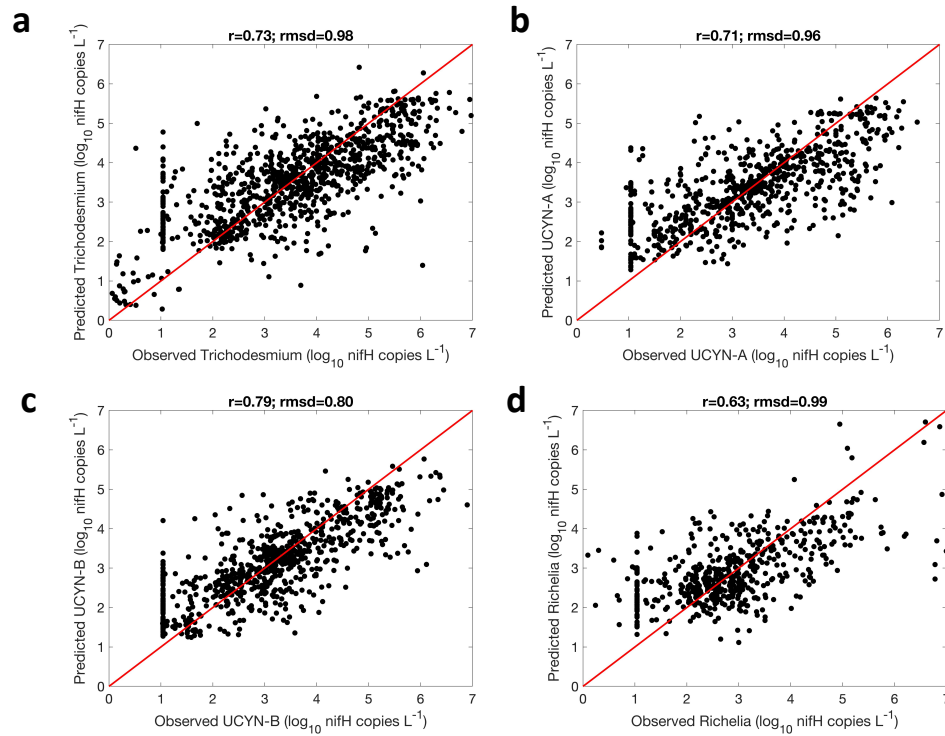

**Supplementary Figure 6.** Field-observed vs. random-forest models predicted *nifH* gene abundances for (a) *Trichodesmium*, (b) UCYN-A, (c) UCYN-B, and (d) *Richelia* in the out-of-bag test datasets (i.e., data not used for training the random forest models).

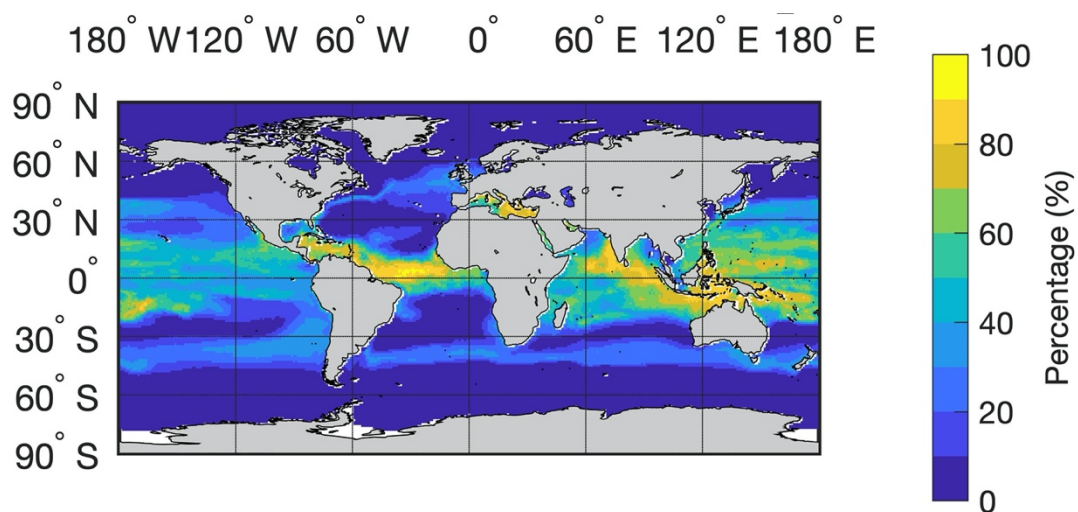

**Supplementary Figure 7.** Annual average of *Trichodesmium*'s contribution to total  $N_2$  fixation over the top 200 meters in the global ocean. Visualization was conducted using MATLAB\_R2021a.

### Supplementary Note 1. Growth rates in chemostat cultures.

In a chemostat, the change in biomass  $dX$  over an infinitely small-time interval ( $dt$ ) can be expressed as

$$\frac{dX}{dt} = \mu X - DX = X(\mu - D)$$

where  $X$  is cell density ( $\text{cell L}^{-1}$ ),  $\mu$  is specific growth rate, and  $D$  is dilution rate<sup>15,16</sup>. After reaching dynamic equilibrium (steady-state), the cell density remains constant and  $dX/dt = 0$ , and thus the specific growth rate equals the dilution rate ( $\mu = D$ ). In our chemostats, the inflow and outflow rates were  $0.3 \text{ L day}^{-1}$ , and the constant culture volume was maintained at  $1.5 \text{ L}$ . Therefore, the dilution rates were  $0.2 \text{ day}^{-1}$  (i.e., inflow rate/constant volume), and at steady-state cells under both ambient and acidified conditions were growing at the same rate of  $0.2 \text{ day}^{-1}$ .

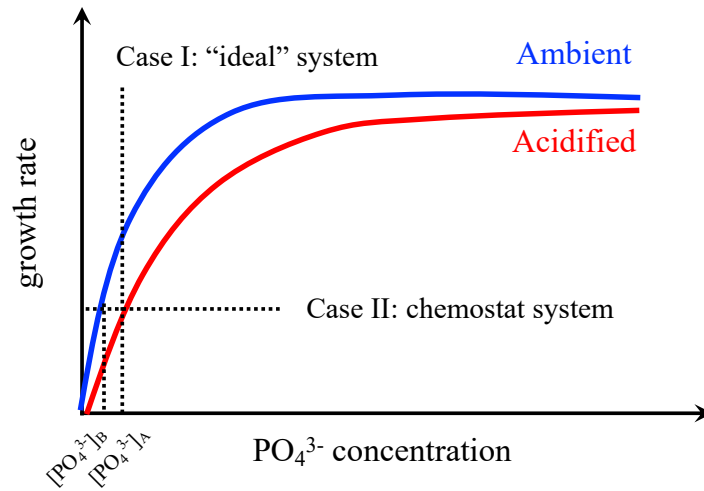

Our study showed that POP of P-limited *T. erythraeum* increased under acidified conditions (Fig. 1b). As illustrated in the conceptual figure above, in an “ideal” steady-state  $\text{PO}_4^{3-}$ -limited system (Case I), for a given concentration of phosphate (i.e.,  $[\text{PO}_4^{3-}]_A$ ), a lower growth rate is expected under acidified conditions. However, realistically, such an “ideal” system is difficult to be

experimentally realized. In a chemostat (Case II), such as the one in our study that uses a same dilution rate (i.e., growth rate) for both ambient and acidified treatments, a higher concentration of  $\text{PO}_4^{3-}$  is needed for cells grown under acidified conditions (i.e.,  $[\text{PO}_4^{3-}]_A > [\text{PO}_4^{3-}]_B$ ). However in chemostats, because of immediate and almost complete consumption of the  $\text{PO}_4^{3-}$  supplied, both  $[\text{PO}_4^{3-}]_A$  and  $[\text{PO}_4^{3-}]_B$  are very low. In the case of our study,  $[\text{PO}_4^{3-}]_A$  and  $[\text{PO}_4^{3-}]_B$  were  $< 20$  nM and the difference between them could not be well differentiated by the analytical method we used. It should be noted that the conceptual figure showing here is for illustration purpose, and the two curves (i.e., blue for Ambient and red for Acidified) only represent a possible relationship between growth rate and  $[\text{PO}_4^{3-}]$  under the two treatment conditions.

**Supplementary Methods.** The computer code of the numerical model:

```
oaCfix = 0/(10^-7.81 - 10^-8.01);
oapCfix = -0.392/(10^-7.81 - 10^-8.01) ;

oa = -0.184/(10^-7.81 - 10^-8.01);
b=10^-8.01;
oap = -0.101/(10^-7.81 - 10^-8.01) ;

%load input files
Dpre1 = netcdf('b.e11.B20TRC5CNBDRD.f09_g16.001.pop.h.pH_3D.185001-200512.nc');
Dpre2 = netcdf('b.e11.B20TRC5CNBDRD.f09_g16.001.pop.h.diaz_Nfix.185001-200512.nc');
Dpre3 = netcdf('b.e11.B20TRC5CNBDRD.f09_g16.001.pop.h.diaz_Fe_lim.185001-200512.nc');
Dpre4 = netcdf('b.e11.B20TRC5CNBDRD.f09_g16.001.pop.h.diaz_P_lim.185001-200512.nc');
Dpre5 = netcdf('b.e11.B20TRC5CNBDRD.f09_g16.001.pop.h.TEMP.185001-200512.nc');

Drcp1 = netcdf('b.e11.BRCP85C5CNBDRD.f09_g16.001.pop.h.pH_3D.208101-210012.nc');
Drcp2 = netcdf('b.e11.BRCP85C5CNBDRD.f09_g16.001.pop.h.diaz_Nfix.208101-210012.nc');
Drcp3 = netcdf('b.e11.BRCP85C5CNBDRD.f09_g16.001.pop.h.diaz_Fe_lim.208101-210012.nc');
Drcp4 = netcdf('b.e11.BRCP85C5CNBDRD.f09_g16.001.pop.h.diaz_P_lim.208101-210012.nc');
Drcp5 = netcdf('b.e11.BRCP85C5CNBDRD.f09_g16.001.pop.h.TEMP.208101-210012.nc');

var1='pH_3D'; var2='diaz_Nfix';

tmp1 = Dpre1{var1}(1573:1812,1:15,,:); tmp1(tmp1>1e9) = NaN; tmp1(tmp1<0) = 0;
tmp2 = Dpre2{var2}(1573:1812,1:15,,:); tmp2(tmp2>1e9) = NaN; tmp2(tmp2<0) = 0;
tmp3 = Drcp1{var1}(:,1:15,,:); tmp3(tmp3>1e9) = NaN; tmp3(tmp3<0) = 0;
tmp4 = Drcp2{var2}(:,1:15,,:); tmp4(tmp4>1e9) = NaN; tmp4(tmp4<0) = 0;

for mon = 1:12
    Hpre(mon,,:,:) = squeeze(nanmean(tmp1(mon:12:240,,:,:),1)) ;
    Npre(mon,,:,:) = squeeze(nanmean(tmp2(mon:12:240,,:,:),1)) ;
    Hrcp(mon,,:,:) = squeeze(nanmean(tmp3(mon:12:240,,:,:),1)) ;
    Nrcp(mon,,:,:) = squeeze(nanmean(tmp4(mon:12:240,,:,:),1)) ;
end
Hpre =permute(Hpre,[4,3,2,1]);
Npre =permute(Npre,[4,3,2,1]);
```

```

Hrcp =permute(Hrcp,[4,3,2,1]);
Nrcp =permute(Nrcp,[4,3,2,1]);

Hpre = 10.^(-Hpre);
Npre = Npre * 30.4 * 24 * 3600;

Hrcp = 10.^(-Hrcp);
Nrcp = Nrcp * 30.4 * 24 *3600;

tlat = Dpre1 {'TLAT'}(:,:);
tlon = Dpre1 {'TLONG'}(:,:);
dz=Dpre1 {'dz'}(:);dz=dz*0.01; area= permute(Dpre1 {'TAREA'}(:,:),[2,1]); area=area*0.0001;
kmt = Dpre1 {'KMT'}(:,:); kmt(kmt==0) = NaN; zt=Dpre1 {'z_t'}(:);zt=zt*0.01;

Lfepretmp = permute(Dpre3 {'diaz_Fe_lim'}(1573:1812,::,:),[4 3 2 1]);
Lfepretmp(Lfepretmp>1e9) = NaN;
Lppretmp = permute(Dpre4 {'diaz_P_lim'}(1573:1812,::,:),[4 3 2 1]); Lppretmp(Lppretmp>1e9)
= NaN;
temppretmp = permute(Dpre5 {'TEMP'}(1573:1812,1:15,::,:),[4 3 2 1]);
temppretmp(temppretmp>1e9) = NaN;

Lfercptmp = permute(Drcp3 {'diaz_Fe_lim'}(1:240,::,:),[4 3 2 1]); Lfercptmp(Lfercptmp>1e9) =
NaN;
Lprcptmp = permute(Drcp4 {'diaz_P_lim'}(1:240,::,:),[4 3 2 1]); Lprcptmp(Lprcptmp>1e9) =
NaN;
temprcptmp = permute(Drcp5 {'TEMP'}(1:240,1:15,::,:),[4 3 2 1]); temprcptmp(temprcptmp>1e9)
= NaN;

for mon =1:12
    Lfepre(:,::,mon) = nanmean(Lfepretmp(:,::,mon:12:240),4);
    Lppre(:,::,mon) = nanmean(Lppretmp(:,::,mon:12:240),4);
    temppre(:,::,mon) = nanmean(temppretmp(:,::,mon:12:240),4);

    Lfercp(:,::,mon) = nanmean(Lfercptmp(:,::,mon:12:240),4);
    Lprcp(:,::,mon) = nanmean(Lprcptmp(:,::,mon:12:240),4);
    temprcp(:,::,mon) = nanmean(temprcptmp(:,::,mon:12:240),4);
end

limpre = Lfepre*0; limrcp = limpre;
Nreplete=0.9;

```

```

for k = 1:15
    for y = 1:384
        for x = 1:320
            for mon=1:12
                if (Lppre(x,y,k,mon) < Lfepre(x,y,k,mon)) && (temppre(x,y,k,mon) >= 15)
                    limpre(x,y,k,mon) = 1; % P limiting
                elseif (Lfepre(x,y,k,mon) < Lppre(x,y,k,mon)) && (temppre(x,y,k,mon) >= 15)
                    limpre(x,y,k,mon) = 2; % Fe limiting
                elseif (Lppre(x,y,k,mon) > Nreplete)&&(Lfepre(x,y,k,mon) > Nreplete) &&
                    (temppre(x,y,k,mon) >= 15)
                    limpre(x,y,k,mon) = 3; % nutrient replete
                elseif (temppre(x,y,k,mon) < 15)
                    limpre(x,y,k,mon) = 0; % no growth
                end
                if (Lprcp(x,y,k,mon) < Lfercp(x,y,k,mon)) && (temprcp(x,y,k,mon) >= 15)
                    limrcp(x,y,k,mon) = 1; % P limiting
                elseif (Lfercp(x,y,k,mon) < Lprcp(x,y,k,mon)) && (temprcp(x,y,k,mon) >= 15)
                    limrcp(x,y,k,mon) = 2; % Fe limiting
                elseif (Lprcp(x,y,k,mon) > Nreplete) && (Lfercp(x,y,k,mon) > Nreplete) &&
                    (temprcp(x,y,k,mon) >= 15)
                    limrcp(x,y,k,mon) = 3; %nutrient replete
                elseif (temprcp(x,y,k,mon) < 15)
                    limrcp(x,y,k,mon) = 0; % no growth
                end
            end
        end
    end
end

F1=netcdf('Trichodesmium_N2_Fixation_contribution_v2.nc');
RT=F1 {'Tricho_NF_ratio'} (:,:,,:); latF=F1 {'lat'} (:);lonF=F1 {'lon'} (:);depF=F1 {'depth'} (:);
sf=[141:360,1:140];
RT=RT (:,sf,:);RT=permute(RT,[4,3,2,1]);RT=flipud(RT);
for i=1:180
    for j= 1:360
        for mon = 1:12
            RTz(i,j,:,mon)=interp1(depF(1:10),squeeze(RT(i,j,1:10,mon)),zt(1:15),'linear');
        end
    end
end
end

```

```

maskpop=kmt*0+1;

latitude=[-89.5:1:89.5]';
longitude = [[320.5:1:359.5],[0.5:1:319.5]]';
[ny,nx] = size(RTz(:,:,1,1));
[ncy,ncx] = size(tlat);
[X,Y]=meshgrid(longitude,latitude);

for k=1:15
    for mon =1:12
        tmpdat(:,:,)=griddata(X(:,:,),Y(:,:,),squeeze(RTz(:,:,k,mon)),tlon,tlat);
        RTpop(:,:,k,mon)=tmpdat;
    end
end

RTpop=permute(RTpop,[2,1,3,4]);

SNpre = squeeze(Npre(:,:,1,:))*0;
SNpreT = SNpre;
SNrcp = SNpre;
SNrcpT=SNpre;
SNrcp_oa = SNpre;
SNrcp_oap = SNpre;

for j = 1:384
    for i = 1:320
        for k = 1:15
            for mon = 1:12
                SNpreT(i,j,mon) = SNpreT(i,j,mon) + Npre(i,j,k,mon)* dz(k) ;
                SNpre(i,j,mon) = SNpre(i,j,mon) + Npre(i,j,k,mon)* dz(k)* RTpop(i,j,k,mon) ;
                SNrcpT(i,j,mon) = SNrcpT(i,j,mon) + Nrcp(i,j,k,mon)*dz(k);
                SNrcp(i,j,mon) = SNrcp(i,j,mon) + Nrcp(i,j,k,mon)*dz(k)* RTpop(i,j,k,mon);
                if Hrcp(i,j,k,mon) > b
                    SNrcp_oa(i,j,mon) = SNrcp_oa(i,j,mon) + Nrcp(i,j,k,mon)* RTpop(i,j,k,mon) *
max(0,(1+oaCfix*(Hrcp(i,j,k,mon)-b))) * max(0,(1+oa*(Hrcp(i,j,k,mon)-b))) *dz(k) ; % decline
due to acidification
                elseif Hrcp(i,j,k,mon) <= b
                    SNrcp_oa(i,j,mon) = SNrcp_oa(i,j,mon) + Nrcp(i,j,k,mon)* RTpop(i,j,k,mon)
*dz(k);
                end
            end
        end
    end
end

```

```

        if (Hrcp(i,j,k,mon) > b) && (limrcp(i,j,k,mon)==1)
            SNrcp_oap(i,j,mon) = SNrcp_oap(i,j,mon) + Nrcp(i,j,k,mon) *
RTpop(i,j,k,mon)*max(0,(1+oapCfix*(Hrcp(i,j,k,mon)-b)))*max(0,(1+oap*(Hrcp(i,j,k,mon)-b)))
*dz(k) ; %additional decline due to P limitation
        elseif (Hrcp(i,j,k,mon) > b) && (limrcp(i,j,k,mon)~=1)
            SNrcp_oap(i,j,mon) = SNrcp_oap(i,j,mon) + Nrcp(i,j,k,mon) *
RTpop(i,j,k,mon)* max(0,(1+oaCfix*(Hrcp(i,j,k,mon)-b))) * max(0,(1+oa*(Hrcp(i,j,k,mon)-b)))
*dz(k) ; % decline due to acidification
        elseif (Hrcp(i,j,k,mon) <= b)
            SNrcp_oap(i,j,mon) = SNrcp_oap(i,j,mon) + Nrcp(i,j,k,mon)* Rtpop(i,j,k,mon)
*dz(k);
        end
    end
end
end
end
end

```

```

TSNpreT = nansum(nansum(nansum(SNpreT,3).*area))/1000 * 14 / 1e12
TSNrcpT = nansum(nansum(nansum(SNrcpT,3).*area)) /1000* 14 / 1e12

```

```

TSNpre = nansum(nansum(nansum(SNpre,3).*area))/1000 * 14 / 1e12
TSNrcp = nansum(nansum(nansum(SNrcp,3).*area)) /1000* 14 / 1e12
TSNrcp_oa = nansum(nansum(nansum(SNrcp_oa,3).*area)) /1000* 14 / 1e12
TSNrcp_oap = nansum(nansum(nansum(SNrcp_oap,3).*area)) /1000* 14 / 1e12

```

```

color=flipud(hot);
mycolor=[[0.7 0.7 0.7];color(2:64,:)];

```

```

tlat=permute(tlat,[2 1]);tlon=permute(tlon,[2 1]);

```

```

close all;
figure(11)
POP_pcolor(tlon,tlat,nansum(SNrcp,3));caxis([0 80]);overlay_coastlines
title(['Tricho N fixation (2081-2100), ' num2str(TSNrcp,3) ' TgN/year'])
xlabel('Longitude');ylabel('Latitude');set(gca,'fontsize',16,'fontweight','bold');
c=colorbar;colormap(color);
set(get(c,'ylabel'),'string', 'mmol N/m^2/yr','fontsize',16,'fontweight','bold');
set(gcf,'unit','centimeters','position',[0 1 26 13]);set(0,'defaultfigurecolor','w')

```

```

fg1=getframe(gcf);

figure(12)
POP_pcolor(tlon,tlat,(nansum(SNrnp_oa,3)-nansum(SNrnp,3)));caxis([-20
20]);overlay_coastlines
title(['change in Tricho N fixation, OA - CTRL(2081-2100), ' num2str(TSNrnp_oa-TSNrnp,3) '
TgN/year'])
xlabel('Longitude');ylabel('Latitude');set(gca,'fontsize',16,'fontweight','bold');
c=colorbar;colormap(jet);
set(get(c,'ylabel'),'string', 'mmol N/m^2/yr','fontsize',16,'fontweight','bold');
set(gcf, 'colormap', bluewhitered);set(0,'defaultfigurecolor','w')
set(gcf,'unit','centimeters','position',[0 1 26 13])
fg2=getframe(gcf);

figure(13)
POP_pcolor(tlon,tlat,(nansum(SNrnp_oap,3)-nansum(SNrnp,3)));caxis([-20
20]);overlay_coastlines
title(['change in Tricho N fixation, OA w/ P_l_i_m_i_t - CTRL(2081-2100), '
num2str(TSNrnp_oap-TSNrnp,3) ' TgN/year'])
xlabel('Longitude');ylabel('Latitude');set(gca,'fontsize',16,'fontweight','bold');
c=colorbar;colormap(jet);
set(get(c,'ylabel'),'string', 'mmol N/m^2/yr','fontsize',16,'fontweight','bold');
set(gcf, 'colormap', bluewhitered);set(0,'defaultfigurecolor','w')
set(gcf,'unit','centimeters','position',[0 1 26 13])
fg3=getframe(gcf);

h1 = figure(1);
set(h1,'PaperUnits','inches',...
    'PaperPosition',[.1 .5 8.7 10.5],...
    'DefaultAxesFontName','Helvetica',...
    'DefaultAxesFontSize',9)%
subplot('position',[0.1 0.7 .8 0.3]);
imshow(fg1.cdata);
subplot('position',[0.1 0.4 .8 0.3]);
imshow(fg2.cdata);
subplot('position',[0.1 0.1 .8 0.3]);
imshow(fg3.cdata);
fig1=['map.diaz_Nfix_diff.2000vs2100_OA_20220819.png' ]
print(h1,'-dpng',fig1,'-r600')

```

```

h2 = figure(2);
set(h2,'PaperUnits','inches',...
    'PaperPosition',[.1 .5 8.7 10.5],...
    'DefaultAxesFontName','Helvetica',...
    'DefaultAxesFontSize',9)%
subplot('position',[0.1 0.7 .62 0.26]);
POP_pcolor(tlon,tlat,nansum(SNrnp,3));caxis([0 80]);overlay_coastlines
title(['Tricho N fixation (2081-2100), ' num2str(TSNrnp,3) ' TgN/year'])

subplot('position',[0.1 0.38 .62 0.26]);
POP_pcolor(tlon,tlat,nansum(SNrnp_oa,3));caxis([0 80]);overlay_coastlines
title(['Tricho N fixation, OA (2081-2100), ' num2str(TSNrnp_oa,3) ' TgN/year'])

subplot('position',[0.1 0.05 .62 0.26]);
POP_pcolor(tlon,tlat,nansum(SNrnp_oap,3));caxis([0 80]);overlay_coastlines
title(['Tricho N fixation, OA w/ P limitation (2081-2100), ' num2str(TSNrnp_oap,3) ' TgN/year'])
c=colorbar;colormap(mycolor);set(c,'position',[0.75 0.3 0.04, 0.5])
set(get(c,'ylabel'),'string', 'mmol N/m^2/yr','fontsize',12,'fontweight','bold');

fig2=['map.diaz_Nfix.2000vs2100_OA_20220401.png' ]
print(h2,'-dpng',fig2,'-r600')

```

## Supplementary References

1. Mehrbach, C., Culberson, C. H., Hawley, J. E. & Pytkowicz, R. M. Measurement of the apparent dissociation constants of carbonic acid in seawater at atmospheric pressure. *Limnol. Oceanogr.* **18**, 897-907 (1973).
2. Dickson, A. G. & Millero, F. J. A comparison of the equilibrium constants for the dissociation of carbonic acid in seawater media. *Deep Sea Res.* **34**, 1733-1743 (1987).
3. Zhang, F. T. *et al.* Proteomic responses to ocean acidification of the marine diazotroph *Trichodesmium* under iron-replete and iron-limited conditions. *Photosynth. Res.* **142**, 17-34 (2019).
4. Chappell, P. & Webb, E. A molecular assessment of the iron stress response in the two phylogenetic clades of *Trichodesmium*. *Environ. Microbiol.* **12**, 13-27 (2010).
5. Sargent, E. C. *et al.* Evidence for polyploidy in the globally important diazotroph *Trichodesmium*. *FEMS Microbiol. Lett.* **363**, fnw244 (2016).
6. White, A. E., Watkins-Brandt, K. S. & Church, M. J. Temporal variability of *Trichodesmium* spp. and diatom-diazotroph assemblages in the North Pacific Subtropical Gyre. *Front. Mar. Sci.* **5**, 27 (2018).
7. Mulholland, M. R. & Capone, D. G. The nitrogen physiology of the marine N<sub>2</sub>-fixing cyanobacteria *Trichodesmium* spp. *Trends Plant Sci.* **5**, 148-153 (2000).
8. Hutchins, D. A. *et al.* CO<sub>2</sub> control of *Trichodesmium* N<sub>2</sub> fixation, photosynthesis, growth rates, and elemental ratios: Implications for past, present, and future ocean biogeochemistry. *Limnol. Oceanogr.* **52**, 1293-1304 (2007).
9. Tripp, H. J. *et al.* Metabolic streamlining in an open-ocean nitrogen-fixing cyanobacterium. *Nature* **464**, 90-94 (2010).
10. Martinez-Perez, C. *et al.* The small unicellular diazotrophic symbiont, UCYN-A, is a key player in the marine nitrogen cycle. *Nat. Microbiol.* **1**, 1-7 (2016).

11. Bench, S. R., Ilikchyan, I. N., Tripp, H. J. & Zehr, J. P. Two strains of *Crocospaera watsonii* with highly conserved genomes are distinguished by strain-specific features. *Front. Microbiol.* **2**, 261 (2011).
12. Masuda, T. *et al.* Heterogeneous nitrogen fixation rates confer energetic advantage and expanded ecological niche of unicellular diazotroph populations. *Commun. Biol.* **3**, 1-12 (2020).
13. Yang, N. *et al.* Warming iron-limited oceans enhance nitrogen fixation and drive biogeographic specialization of the globally important cyanobacterium *Crocospaera*. *Front. Mar. Sci.* **8**, 628363 (2021).
14. Foster, R. A. *et al.* Nitrogen fixation and transfer in open ocean diatom-cyanobacterial symbioses. *ISME J.* **5**, 1484-1493 (2011).
15. Rhee, G.Y. Continuous culture algal bioassays for organic pollutants in aquatic ecosystems. *Hydrobiologia* **188**, 247-258 (1989).
16. Borchard, C., Borges, A.V., Händel, N., & Engel, A. Biogeochemical response of *Emiliana huxleyi* (PML B92/11) to elevated CO<sub>2</sub> and temperature under phosphorous limitation: a chemostat study. *J. Exp. Mar. Biol. Ecol.* **410**, 61-71 (2011).

# Supplementary material for: Phosphate limitation intensifies negative effects of ocean acidification on globally important nitrogen fixing cyanobacterium
**Source:** Nat Commun. 2022 Nov 8;13:6730. doi: 10.1038/s41467-022-34586-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data reported in this study are included in this manuscript or have been deposited in NCBI's Gene Expression Omnibus (GSE181428) and GenBank (MZ749754 – MZ749900), which have been released. The reference genome of *T. erythraeum* IMS101 can be found in NCBI using the accession number NC\_008312.1 ([https://www.ncbi.nlm.nih.gov/nuccore/NC\\_008312.1](https://www.ncbi.nlm.nih.gov/nuccore/NC_008312.1)). Contemporaneous, climatological or modeled environmental predictors are available in World Ocean Atlas 2018 (<https://accession.nodc.noaa.gov/NCEI-WOA18>).

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Red, singapore). All data were recorded by Zuozhu Wen and Futing Zhang.

#### Timing and spatial scale

For laboratory experiments: chemostat cultures were carried out from April 10, 2016 (day 1) to May 3, 2016 (day 24). To exclude the influences of diel rhythm on results, all samples were always collected at the middle of photoperiod. To monitor the development of *T. erythraeum* IMS101 and the carbonate chemistry of media, Chla concentration and media pH were measured daily, except for day 3 and day 5 when the dilution rate of chemostat was not stable. To avoid the disturbances of sampling and meanwhile have enough data to represent the steady-state of chemostat, different samples were collected at different regular intervals. Samples for cell density were collected at day 15, 17, 19, 21 and 23. Samples for DRP were collected at day 12, 15, 18, 20 and 22. And AP activity was measured at day 22, 23 and 24. Cellular ATP, C uptake and N<sub>2</sub> fixation rates, PolyP, intracellular metabolites (NAD(H), NADP(H), and Glu), elemental composition (POC, PON and POP) and RNA extraction, these samples requiring more biomass were collected only at the end of the chemostat culturing (May 3, 2016).

For field experiments: samples were collected during 3 cruises in 2016-2018 (2016.05; 2017.07; 2018.08). All sampling sites were within an area with latitude of 16-21°N and longitude of 115-118.5°E. Timing and location of sample collection were based on the season, geographic location and the nutrient concentration. For example, we aim to conduct sampling during warm seasons, and at stations with environmental conditions (e.g. low nutrient concentration) that are favorable for *Trichodesmium* growth.

#### Data exclusions

No data were excluded from the analysis in this study.

#### Reproducibility

For lab-based experiments: All measurements were referenced to previously published protocols. Each measurement was always conducted in the same manner. We performed the same experimental procedure three times over a year and the results were highly robust.

For filed experiments: The negative effect of ocean acidification on *Trichodesmium* dominated diazotroph community was reproduced at 6 of the 7 independent stations.

#### Randomization

For lab-based experiments: *Trichodesmium* trichomes were randomly distributed in Nalgene® magnetic culture vessels hence subsamples were collected randomly.

For filed experiments: The water samples collected in situ were mixed then randomly allocated into different groups for manipulation experiments.

#### Blinding

We were subjected to collecting a tremendous amount of samples from multiple treatments in both laboratory and field experiments. Therefore, we had to label treatments and samples clearly and accurately, especially for field experiments. Hence it was not feasible for us to conduct sample collection and follow sample measurements blindly. We made very effort to avoid bias on experimental setups, samplings, measurements, and data analysis by randomization.

Did the study involve field work? ☒ Yes ☐ No

## Field work, collection and transport

#### Field conditions

Sea surface waters were collected to set up the experiments. Sea surface temperature of our sampling location ranges from 29.3-30.5 °C, surface SPR concentration during our sampling is 10-35nM. Samplings were conducted either during the daytime or night. No rainfall happened during the sampling at any station.

#### Location

The samples were collected from the surface of northern South China Sea basin (water depth ~5m, latitude: 16-21°N, longitude 115-118.5°E).

#### Access & import/export

The water samples were incubated on-board then frozen at -20 or -80 degree and transported back to laboratory for chemical and molecular analyses. Our permits were obtained from Xiamen University on Jun. 15, 2016

#### Disturbance

Nearly no disturbance was caused by the study since only 2-20L seawaters were collected from each site.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                        |

### Methods

- |                                     |                                                 |

How the deposited data were processed for this re-analysis (not part of the article)

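The transcriptome of 6 phosphate-limited chemostat cultures of *T. erythraeum* IMS101 was re-analysed, 3 grown at 400 µatm pCO2 (ambient) and 3 at 750 µatm (acidified). Conditions and replicate numbers were taken from the sample labels and the paper's methods. The authors removed adapter, poly-N and low-quality reads, mapped the rest to the IMS101 chromosome with Bowtie2 and deposited FPKM per feature. The counting program, its treatment of strand and of reads with several matches, and the exact definition of the FPKM are not given in the sources used here. The authors tested their counts with DESeq2, and those counts were not used here.

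From the deposited FPKM, the value of 1 fragment in each library and the length of each feature were found such that all values of a feature are whole numbers of fragments. This gave whole fragments for 100% of the 4787 features above 0 (within 1e-04 fragments), with 330 features at 0 in every library. The recovered lengths equalled the gene length in the gene table for 3446 of the 4065 features that have one there, and the sums of the recovered fragments were 99.98% of the totals the FPKM are relative to. The recovery was tested on simulated data of 600 genes, where the totals were exact and the counts were exact for 100% of genes of known length and 99.0% of genes of unknown length. The recovered fragments give the depth of each library and enter the fit with limma-voom and the test by thinning. No column of the table was left without a sample.

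The main comparison was fixed before the data were examined: log2(FPKM + 1), features with a mean of at least 1 FPKM over the 6 libraries (4476), and limma 3.58.1 in R 4.3.3 with condition as the only term, a trend of the variance with the mean, two-sided tests and Benjamini-Hochberg adjustment, with a threshold of 0.05. Gene sets were tested with camera (preset correlation 0.01), adjusted over the 9 sets. The sets were built from gene symbols alone, because the gene table used here holds no product names, so that genes without a symbol are missing from them: 6 psa, 6 atp, 10 hem and chl, 9 nif, 5 pst, 22 psb, 3 apc, cpc and cpe and 48 ribosomal protein genes, and 12 genes for phosphonate and phosphite use (phn symbols and Tery_2885). Single genes were compared with exact permutation tests in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The figures were drawn with matplotlib 3.10.9.

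The genes named in the text were chosen by a rule also fixed then: every gene the paper names for these transcripts that could be matched by locus tag or symbol, with every copy of a symbol (29 genes, ftsZ included), and the 5 genes with the largest change in each direction among those called whose libraries do not overlap. Only 4 lower genes were called, so that the second part gives 5 higher and 4 lower genes, with Tery_2885 in both parts, and 37 genes in all. The values of Supplementary Table 4 and Supplementary Fig. 2b had been seen when the rule was written. Genes of the paper whose symbol is not in the gene table (hemN, hemY, chlI and chlB, of which the table has bchI and bchB, psaD, psaE, psaI, atpF, atpG, ppx, ptxD, phoX2 and phoA among them) were not paired with any feature.

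The alternatives were pseudocounts of 0.1 and 10, no filter on low values, a mean of at least 10 FPKM, median-of-ratios size factors, a common total of 1000000 per library, values divided by ftsZ, no trend of the variance, the replicate number as a block, each library left out in turn, limma-voom on the recovered fragments, and for the sets fry and camera with an estimated correlation. Adding the bch and acsF symbols to the chlorophyll genes, taking Tery_2885 out of the phosphonate and phosphite genes and thinning the fragments of every library to one depth were chosen after the data had been seen. The fits were tested on simulated counts for the 4476 features with 200 changed and a further gene set shifted. Each called feature that had been changed had the right sign (100%).

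The libraries held 4194329 to 5793825 counted fragments. The most abundant feature, the transfer-messenger RNA gene ssrA, took 2.67% to 5.28% of the fragments of a library, and the 10 most abundant features 11.7% to 15.5%. The chi-square per degree of freedom between the fragments of 2 cultures of one condition was 4.28 to 33.2, above what counting noise gives, so that no library was treated as a copy of another.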

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

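The tests by thinning the fragments and by size factors reported here, and the count of other groupings of the libraries, were chosen only after the results were seen.

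Limma called 40 features under acidified conditions, and 37 of them were not matched to a gene the paper names. Genes that the paper names by symbols absent from the gene table, ptxD among them, were not located, so that it is not known whether some of the 37, such as Tery_0368 next to phnE Tery_0367, are among these. Among the called features, the largest increases were in the small RNA sRNA00118, with a log2 fold change of 3.26 (138 ± 61.1 FPKM under ambient and 1260.4 ± 286 FPKM under acidified conditions, SD, n = 3 each; adjusted p = 0.00237 from limma), in TERY_RS09240, with 2.77 (33.1 ± 7.56 and 227 ± 19.3 FPKM; adjusted p = 0.000160 from limma), in sigC, with 2.62 (138 ± 5.86 and 853 ± 69.3 FPKM; adjusted p = 4.10e-06 from limma), and in TERY_RS13870, with 2.55 (198 ± 14.5 and 1167 ± 29.6 FPKM; adjusted p = 4.10e-06 from limma). Each of these 4 kept an adjusted p under 0.05 under all alternatives and in 6 of 6 fits with 1 culture left out. On few fragments in the ambient libraries, 38 to 99 for sRNA00118 and 22 to 36 for TERY_RS09240, the size of their change is less certain than its direction. TERY_RS09240 and sRNA00118 have no position in the gene table, so that reads shared with an overlapping gene were not tested. The locus tag TERY_RS09240 falls between those of purQ (TERY_RS09235) and sigC (TERY_RS09245), which are neighbours among the tested features with a position. Whether the increases in TERY_RS09240 and sigC are independent of each other was not tested.

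The 4 genes called lower were Tery_0751, with a log2 fold change of -0.95 (23.5 ± 2.71 and 11.7 ± 0.709 FPKM; adjusted p = 0.0202 from limma), Tery_4116, with -0.68 (62.2 ± 5.04 and 38.5 ± 1.51 FPKM; adjusted p = 0.0253), Tery_3274, with -0.58 (108 ± 8.48 and 71.9 ± 4.43 FPKM; adjusted p = 0.0477), and Tery_0848, with -0.53 (2788 ± 164 and 1923 ± 74.2 FPKM; adjusted p = 0.0356), all from limma. In each, all 3 acidified cultures lay below all 3 ambient ones, which chance gives in 10% of genes in either direction together. With each culture left out in turn, Tery_0751 was called in 2 of 6 fits and the other 3 in 1 of 6, with adjusted p from 0.0109 to 0.247 over all alternatives of the 4 genes.

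Several technical explanations for the 37 calls were tested. After all libraries were thinned to one depth, 36 of the 37 were called, which argues against sequencing depth. With median-of-ratios size factors 34 were called, against the authors' normalization. After each library's trend with gene length was removed 34 were called, against gene length bias, and without the 10 most abundant features 36, against a few genes taking most of the counts. Of the 10 ways to part the 6 libraries into 3 and 3, the labels included, 2 gave as many calls as the labels, 2 as many higher and 2 as many lower. This count cannot exclude chance for the number of calls, since a share under 0.1 is out of reach, and it does not bear on single genes such as sigC, whose adjusted p from limma was at most 0.000149 over all alternatives. A difference in the biology of the cultures under acidified conditions stays open as a candidate explanation, and reads shared between copies were not tested.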

How the results depend on the processing

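The tests by thinning the fragments, with the bch and acsF symbols and without Tery_2885 were chosen only after the data had been seen.

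The number of features called by limma was 40, with 36 higher and 4 lower. Without the trend of the variance it was 24, with 22 higher and 2 lower. Limma-voom called 71, with 19 lower. The cause of these changes was not tested. With 1 culture left out, the number called ranged from 9 (without ambient replicate 1, and also without acidified replicate 2) to 176 (without acidified replicate 3), those higher from 8 to 92 and those lower from 0 to 84. Without ambient replicate 3 it was 11, without acidified replicate 1 it was 14 and without ambient replicate 2 it was 32. Fewer libraries are fitted in these cases, but why acidified replicate 3 moves the count up was not tested. The other alternatives gave 36 to 44 calls.

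A pairing of the cultures by replicate number was not visible in the values. The deviations of the cultures numbered 1, 2 and 3 from their group means correlated by -0.149, 0.123 and 0.138 across genes. Weak correlations cannot exclude a pairing in the design. The paper used paired t-tests for its other measurements and does not say which cultures formed the pairs. With the number as a block, 36 features were called, with 2 lower.

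Of the log2 fold changes of the named genes over all alternatives, 526 kept direction and side of the threshold, 44 lost the threshold, 5 passed it and 14 reversed. The reversals are of values near 0, and the cause was not tested. Rescaled to a total of 1000000 per library, pstS Tery_3537 was at -0.00467 and pstA at -0.0115. For phnE Tery_4996, the value was -0.0164 with a pseudocount of 0.1 and -0.0789 with limma-voom. With 1 culture left out, the values ranged from -0.0100 to 0.0488 for pstS Tery_3537, from -0.0167 to 0.204 for pstC, from -0.00276 to 0.0149 for pstA, from -0.380 to 0.461 for phnE Tery_4996 and from -0.367 to 0.159 for phnE Tery_4995. The last 2 rest on few fragments, which limits what can be seen.

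For gene sets, 134 values kept direction and side of the threshold, 13 lost the threshold, 1 passed it and 7 reversed. The direction of the photosystem I set, which was never past 0.05, reversed with median-of-ratios size factors (adjusted p = 0.967), with the block (0.992), with limma-voom (0.973), without ambient replicate 2 (0.480) and without acidified replicate 3 (0.334, mean log2 fold change 0.09). With fry, the adjusted p of the ATP synthase set was 0.0602 and that of the ribosomal protein set 0.190. With a correlation estimated per set, it was 0.351 for ATP synthase, 0.216 for chlorophyll synthesis, 0.247 for nitrogenase, 0.351 for phosphonate and phosphite use and 0.354 for ribosomal proteins. These alternatives allow for correlation between genes in a way the preset value does not. Without Tery_2885, the adjusted p of the phosphonate and phosphite set was 0.277. With 1 culture left out, the adjusted p ranged from 0.334 to 0.980 for photosystem I, from 0.00130 to 0.231 for ATP synthase, from 0.0158 to 0.0562 for nitrogenase, from 0.00978 to 0.144 for phosphonate and phosphite use, from 0.398 to 0.980 for photosystem II and from 0.0344 to 0.685 for the phycobilisome. The cause was not tested. The signs over Supplementary Table 4 stayed at 14 of 14 under the 3 rescalings.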

Differences from the paper's values

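Tests of the percent change of Tery_2885 used no setting chosen only after the result was seen.

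For Tery_2885 the paper's percent change is about 210% in Supplementary Fig. 2b, read by eye, and the mean FPKM gave 299%. Each of the 8 alternatives that were set before the data were examined and that give a percent change also differed from the paper's value, with values from 283% to 309.7%, and none came within it. As 100 times the log2 fold change, the scale that 4 genes of Supplementary Table 4 follow, Tery_2885 was at 197. The pst genes of the figure do not share that scale: for pstB the paper's value is about -12% in Supplementary Fig. 2b, read by eye, the mean FPKM gave -13.9% and 100 times the log2 fold change gave -22.1. The caption of the figure describes its values as percentage changes. Whether the value for Tery_2885 is on that scale or is 100 times the log2 fold change cannot be told from these values.

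The paper describes the transcription of photosystem I genes as decreased, naming psaD. The 6 psa genes with a matching symbol had a mean log2 fold change of 0.01, with 3 lower and 3 higher, and psaD, psaE and psaI were not analysed here.

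The paper's text gives Tery_3163 as down-regulated. Its log2 fold change was -0.20, of the paper's sign, with an adjusted p of 0.391 from limma and overlapping groups. The paper's own adjusted p-value for this gene, from DESeq2, is 0.348. The paper's text gives nifH as elevated. Its log2 fold change was 0.37, also of the paper's sign, with an adjusted p of 0.285 from limma and overlapping groups. For nifH the paper's adjusted p-value from DESeq2 is 0.121. Neither gene passed the threshold in the paper's table or here, so that the values differ from the paper's wording but not from its table in sign or call.

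Of the 6 matched genes to which the paper gives an adjusted p-value under 0.05, limma called 0, with 6 at an unadjusted p under 0.05 and 1 called by limma-voom. Settings that do call some of them are limma without the trend of the variance (Tery_0625, adjusted p = 0.0467), limma-voom (Tery_0625, 0.0169) and limma without acidified replicate 3 (Tery_1770, 0.0439; atpE and nifB, 0.0463). Over all settings their adjusted p ranged from 0.0169 to 0.610. All 14 matched log2 fold changes had the paper's sign.

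In Supplementary Table 4 the percent change of 4 transporter genes is not the one its formula gives from its own log2 fold change. The paper's values are 57 for Tery_0625, 40.0 for Tery_4204, 43 for Tery_2691 and 29 for Tery_4422, where the formula gives 48.0, 32.3, 35.0 and 22.3. They are the paper's log2 fold changes times 100 (56.6, 40.4, 43.3 and 29.1), rounded, so that these 4 values are not percent changes. The order of its adjusted p-values also does not follow the ratio of log2 fold change to error: nifB has a ratio of 3.74 and the paper's adjusted p-value of 0.018, and Tery_1770 a ratio of -3.23 and 0.009.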

Other observations

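The tests of neighbouring genes, of tRNA genes, of the phn and atp groups, of other groupings of the libraries for the gene sets and of a swap of libraries were chosen only after the results were seen.

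Among the 10 ways to part the 6 libraries into 3 and 3, 1 gave more calls than the labels, 352 against 40. It sets ambient replicates 1 and 3 and acidified replicate 3 against ambient replicate 2 and acidified replicates 1 and 2. The other 8 gave 0 calls by limma, with 56 to 149 features at an unadjusted p under 0.05. They were not fitted with limma-voom. On the first principal component (38.7% of the variance), acidified replicate 3 lay at -2.11 and ambient replicate 2 at 0.03, between the other ambient libraries at -15.2 and -11.3 and the other acidified libraries at 15.1 and 13.4. The calls under this split numbered 293 after thinning to one depth, 284 without the 10 most abundant features and 255 after the trend with gene length was removed, which argues against each of these as the whole cause. With ambient replicate 2 and acidified replicate 3 swapped, the split with 352 calls would be the true grouping and the labels a mixed split. The other 8 mixed splits gave 0 calls, but with the labels correct the split with 352 calls is itself mixed. The 40 genes called by limma under the labels therefore cannot tell a swap from correct labels. The 10 most abundant features took 11.7%, 12.7% and 12.2% of the fragments in ambient replicates 1 and 3 and acidified replicate 3. In ambient replicate 2 and acidified replicates 1 and 2 they took 14.4%, 15.5% and 14.8%. The trend with gene length (rho) also divided the libraries in this way, at 0.154, 0.035 and 0.023 against -0.139, -0.123 and -0.056. The counted totals did not. A part in the split is thus not excluded for either, and what sets these libraries apart stays open.

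The same groupings gave a camera p as small as the labels in 10 of 10 for photosystem I, 3 of 10 for ATP synthase, 1 of 10 for chlorophyll synthesis, 1 of 10 for nitrogenase, 7 of 10 for phosphate transporters, 1 of 10 for phosphonate and phosphite use, 9 of 10 for photosystem II, 4 of 10 for the phycobilisome and 4 of 10 for ribosomal proteins, the labels included. This count cannot exclude chance for any of them, since 1 of 10 is the smallest share there is. The ribosomal protein genes, which the paper does not discuss, had 39 of 48 members lower (camera, adjusted p = 1.18e-05; mean log2 fold change -0.24). Limma called 0 of the 48, with 21 at an unadjusted p under 0.05, and limma-voom called 1.

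Of the 36 called features with a position, 7 pairs were direct neighbours, in 5 runs that hold 12 features. In 10000 random draws of as many features the median was 0 pairs and the highest 3 (permutation test, one-sided, p = 0.0001, the smallest these draws can give), which argues against chance placement. The runs include phnD Tery_0366 to Tery_0368, and TERY_RS13870, Tery_2885 and Tery_2886 (log2 fold change 1.00, adjusted p = 0.0140 from limma). Shared transcription of neighbours is a candidate explanation, and reads that overlap both neighbours were not tested.

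Of 34 tRNA genes, 29 were higher under acidified conditions (median log2 fold change 0.34), but the mean over them overlapped between the groups (exact permutation test, two-sided, p = 0.20), so that an effect of pH on tRNA cannot be told apart from the spread between 3 cultures and 3. Of the 38 other features under 100 bases, 15 were higher, with a median log2 fold change of -0.0829 (range -2.09 to 0.56). This argues against a general rise in the yield of short features. These features had more fragments than the tRNA genes (median of the lowest count 202 against 20.5). A change in yield limited to tRNA genes is therefore not excluded.

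The 3 genes phnC Tery_0365, phnD Tery_0366 and phnE Tery_0367 rose by 0.63 on average on the log2 scale, and the 7 phn genes near 7635199 to 7644101 changed by -0.18. The difference between these means went from 2.65 ± 0.23 (SD, n = 3) to 3.45 ± 0.24 (SD, n = 3), by 0.81, and was higher in 3 of 3 acidified cultures (exact permutation test, two-sided, p = 0.10, the smallest possible). The 4 atp genes at the first place changed by -0.34 and the 2 at the other by 0.05, and the difference between these means went from 2.03 ± 0.09 to 1.64 ± 0.18 (SD, n = 3 each), by -0.39, and was lower in 3 of 3 acidified cultures (exact permutation test, two-sided, p = 0.10). Both differences are larger than the spread between cultures, which is what places that respond differently would give. A different response is a candidate explanation only, since the comparisons were picked because of the values of some of these genes and a p of 0.10 cannot exclude chance.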
